# The mRNA derived MalH sRNA contributes to alternative carbon source utilization by tuning maltoporin expression in E. coli

**DOI:** 10.1080/15476286.2020.1827784

**Published:** 2020-10-12

**Authors:** Ira A. Iosub, Marta Marchioretto, Rob W. van Nues, Stuart McKellar, Gabriella Viero, Sander Granneman

**Keywords:** Non-coding RNA, *E. coli*, 3ʹutr, RNA-RNA interactions, stress response, next-generation sequencing

## Abstract

Previous high-throughput studies in Gram-negative bacteria identified a large number of 3ʹUTR fragments that potentially function as sRNAs. Here we extensively characterize the MalH sRNA. We show that MalH is a stable degradation intermediate derived from the 3ʹ end of *malG*, which is part of the maltose uptake operon transcript *malEFG*. Unlike the majority of bacterial sRNAs, MalH is transiently expressed during the transition from the exponential to the stationary growth phase, suggesting that it contributes to adaptation to changes in nutrient availability. Over-expression of MalH reduces expression of general outer membrane porins and MicA, a repressor of the high-affinity maltose/maltodextrin transporter LamB. Disrupting MalH production and function significantly reduces *lamB* accumulation when maltose is the only available carbon source, presumably due to the accumulation of the MicA repressor. We propose that MalH is part of a regulatory network that, during the transition phase, directly or indirectly promotes accumulation of high-affinity maltose transporters in the outer membrane by dampening competing pathways.

## Introduction

Efficient adaptation to changing environmental conditions is fundamental to bacterial survival and success. The environments that bacteria naturally encounter typically lack optimal concentrations of nutrients, and available substrates can be found in complex mixtures. Thus, free-living bacteria often have to switch from catabolising one nutrient to another and co-utilize multiple substrates. Moreover, nutrient availability and bacterial metabolic strategies are closely linked to virulence [1–4]. Understanding bacterial physiology from a systems point of view requires a thorough understanding of how adaptation to changes in nutrient composition in the environment is controlled.

The most common experimental approach used to study changes in nutrient adaptation is using LB (Lysogeny broth) as a growth medium. Although not fully replicating natural environments, LB batch cultures have been widely used to model bacterial growth and provide a suitable system for studying bacterial growth under nutrient-limited conditions. LB is particularly well suited for investigating glucose-limited growth because glucose is only found in trace amounts in this medium [5]. Initially, *Escherichia coli* utilizes carbon sources from LB in a sequential manner [6,7]. First, it consumes its preferred nutrient, glucose. When the concentration of glucose drops below levels that allow sustained population growth, *E.coli* can transition to a scavenging mode [8], utilizing multiple alternative carbon sources from LB’s carbohydrate mix, including maltodextrins, D-mannose, melibiose, D-galactose, and ribose [5]. These carbon sources are not highly abundant in LB; thus by the time growth reaches the stationary phase, the population relies on the highly abundant amino acids and peptides [7,9]. The growth on sub-saturating nutrient levels and the changes that occur during the transition from exponential to stationary growth phase requires the expression of the appropriate transport systems for nutrient import, metabolic enzymes, as well as additional changes in gene expression for maintaining cellular homoeostasis. Given their general role in nutrient uptake, outer membrane proteins (OMPs) expression is coordinated with changes in nutrient availability [8,10]. Moreover, cells must tightly balance the expression of general and specialized transporters in the outer membrane to maintain membrane integrity [11].

While transcription factors are considered to have the main contribution in coordinating these changes in gene expression, post-transcriptional regulators, including Hfq and its associated base-pairing sRNAs, provide a key additional layer of regulation by controlling target mRNA transcription termination, degradation and/or translation [12]. Some sRNAs have direct roles in controlling nutrient uptake metabolism and transporter expression. For example, SdhX is involved in acetate metabolism [13,14], SgrS downregulates the expression of a major glucose transporter [15], Spot42 regulates catabolite repression [16], GcvB regulates peptide and amino acid transporters [17–19] and MicA represses the expression of maltoporin (LamB), the maltose-specific porin [20,21]. Additionally, MicA and RybB downregulate the expression of several OMPs [21–24].

A rapidly emerging class of sRNAs are encoded within mRNA genomic loci rather than at independent sites in the genome. Indeed, the 3ʹUTR fragments of many mRNAs co-immunoprecipitate with Hfq [25,26] and a subset have been shown to be functional Hfq-dependent sRNAs. While some mRNA-derived sRNAs are transcribed from regions overlapping a 3ʹUTR (e.g. DapZ [26]), others originate by the cleavage of a parental mRNA by RNases [13,14,27–29] or are independently transcribed before they are processed by RNases [30]. RNase E has been shown to be involved in the biogenesis of certain mRNA-cleaved sRNAs, but for others, the RNase responsible for processing has yet to be identified [30]. Moreover, 3ʹUTR-derived sRNAs can also associate with the RNA chaperone ProQ (e.g. RaiZ [28,31,32]). The recovery of hybrid fragments involving 3ʹUTRs of mRNAs in Hfq CLASH and RIL-seq data expanded the interactomes of known 3ʹUTR-derived sRNAs, but also uncovered many new 3ʹUTR-derived sRNA candidates, highlighting the prevalence of this class of riboregulators [33,34]. A few mRNA-derived sRNAs have been characterized in detail and have been shown to regulate critical aspects of bacterial physiology, ranging from the regulation of membrane assembly and composition [27,30,35,36], to controlling nitrate [29], acetate [13] and amino acid metabolism [37]. Their pervasiveness and key roles underscore the importance of 3ʹUTRs as reservoirs of sRNAs in enterobacteria.

Despite playing a fundamental role in rewiring gene expression, the functions of most Hfq-associated sRNAs during the transition from exponential to stationary phase have remained unexplored. To fill this gap, we recently employed CLASH to map the sRNA interactomes mediated by Hfq in *E.coli* during the exponential, transition and stationary phases of growth [33]. Our interaction maps have expanded the regulatory networks [34] with hundreds of novel sRNA–mRNA interactions, many of them specific to the transition stage. Here, we focussed our analyses on interactions that were specifically recovered during this phase. We identified and characterized a 3ʹUTR-derived sRNA, which we refer to as MalH. Unlike the majority of bacterial sRNAs, MalH is transiently expressed during the transition phase. We demonstrate that MalH is a degradation intermediate of the 3ʹ end of the *malG* transcripts, the last transcript of the *malEFG* polycistron encoding components of the maltose transport system [38]. We show that over-expression of MalH downregulates several mRNAs encoding major OMPs and directly or indirectly reduces the levels of MicA, an sRNA that downregulates the high-affinity maltose transporter LamB [20,21]. In addition, mutations in the seed sequence of the endogenous MalH reduce the accumulation of the *lamB* mRNA, presumptively caused by MicA de-repression.

We propose that the MalH sRNA is part of a regulatory network that, during the transition phase, promotes accumulation of high-affinity maltose transporters in the outer membrane by dampening competing pathways.

## Materials and methods

### Bacterial strains and culture conditions

An overview of the bacterial strains used in this study is provided in Supplementary Table 2. The *E. coli* MG1655 and TOP10 strains served as parental strains. Cells were grown in Lysogeny Broth (LB) or minimal medium with supplements (1xM9 salts, 2 mM MgSO_4_,0.1 mM CaCl_2_, 0.03 mM thiamine, 0.2% carbon source) at 37°C under aerobic conditions with shaking at 200 rpm. The media were supplemented with antibiotics where required at the following concentrations: ampicillin (Sigma, UK, A9518) – 100 µg/ml, chloramphenicol (Corning, – S, C239RI) – 25 µg/ml, kanamycin (Gibco, US–11,815-024) – 50 µg/ml. Where indicated, 0.2% glucose or maltose were used. For induction of sRNA expression from plasmids 0.2% L-arabinose (Sigma, A3256) was used. An overview of plasmids used in this study is provided in Supplementary Table 3.

### Construction of sRNA expression plasmids

For the sRNA pulse over-expression constructs (Supplementary Table 3), the sRNA gene of interest was cloned at the transcriptional +1 site under P*lacOara* control by amplifying pBAD+1 plasmid [25] by inverse PCR using Q5 DNA Polymerase (NEB). The pBAD+1 template is derived from pBAD*myc*HisA. The sRNA genes and seed mutants (SM) were synthesized as ultramers (IDT, Belgium), which served as the forward primers (Supplementary Table 4). The reverse primer (oligo pBAD+1_5P_rev) bears a monophosphorylated 5ʹ-end. The template plasmid was digested with 10 U DpnI (NEB) for 1 h at 37°C and the PCR product purified by ethanol precipitation. The pBAD-sRNA linear PCR product was circularized by self-ligation and transformed in DH5α competent cells. Positive transformants were screened by Sanger sequencing (Edinburgh Genomics, Edinburgh, UK). The control plasmid pBAD+1 was constructed similarly by self-ligation of the PCR product generated from oligonucleotides pBAD+1_XbaI_fwd and pBAD+1_5P_rev.

### Construction of mRNA-superfolder GFP fusions

To generate constitutively expressed mRNA-*sfGFP* fusions for the fluorescence reporter studies, the 5ʹUTR, start codon and first ~5 codons of target genes were cloned under the control of PLtetO-1 promoter in a pXG10-SF backbone as previously described [19,39]. Derivatives of the target–GFP fusion plasmids harbouring seed mutations (SM) were generated using synthetic-mutated gene-fragments (Supplementary Table 4) (IDT, Belgium). To prepare the inserts, the target region of the mRNA of interest was either amplified by PCR from *E. coli* genomic DNA or synthesized as g-blocks (IDT, Belgium) and cloned using NheI and NsiI restriction sites and transformed in TOP10 cells. Transformants were screened by restriction digest analysis and verified by Sanger sequencing (Edinburgh Genomics, Edinburgh, UK).

### GFP reporter system to quantify sRNA effect on target expression

A two-plasmid system was used to express each sRNA, and mRNA-*sfGFP* fusions [19,39] with modifications. The sRNA and sfGFP-fusion plasmids were co-transformed in *E. coli* TOP10 cells by electroporation and cells were maintained on dual selection with ampicillin and chloramphenicol. In TOP10 cells, the mRNA-*sfGFP* constructs are constitutively expressed, whereas the sRNA expression requires L-arabinose induction. TOP10 cells were chosen for this experiment as they are deficient in RecA recombinase, which reduces intermolecular recombination between plasmids. The expression of sfGFP-fused targets in the presence or absence of sRNAs was quantified at the protein level, by plate reader experiments and at the RNA level, by RT-qPCR (see below).

For the plate reader experiments, a single colony of the bacterial strain harbouring an sRNA-target-sfGFP combination was inoculated in a 96-well Flat Bottom Transparent Polystyrene plate with lid (Thermo Scientific, 152,038) and cultured overnight at 37°C in 100 μl LB supplemented with antibiotics and L-arabinose (Sigma, A3256) to induce expression of sRNAs. Next day, each overnight inoculum was diluted 1:100 by serial dilution, in triplicate, in LB with freshly prepared L-arabinose to a final volume of 100 μl. Cultures were grown in a 96-well plate in an Infinite 200 Pro plate reader (Tecan) controlled by i-control software (Tecan) for 192 cycles at 37°C with 1 min orbital shaking (4 mm amplitude) every fifth minute. To monitor the optical density over time, the following parameters were used: wavelength 600 nm, bandwidth 9 nm. Fluorescence was monitored with excitation wavelength 480 nm, bandwidth 9 nm and emission wavelength 520 nm, bandwidth 20 nm. Measurements were recorded at 5-min intervals, by top reading. Raw data were processed following guidance from previous reports [19]. First, the range of linearity of increase of fluorescence with OD_600_ was identified for all individual triplicates. Only the linearity range common to all triplicates was considered for further analysis. For each set of triplicates, the mean fluorescence was calculated at each OD_600_. To correct for background and cell autofluorescence, the mean fluorescence of a strain with plasmid pXG-0 was subtracted from all strains with GFP plasmids at the equivalent OD_600_. Ultimately, a curve was generated for each sample, plotting the background-corrected fluorescence (GFP) versus OD_600_. The experiments were performed for three biological replicates, and mean values and standard error of the means calculated for each strain.

### RT-qPCR

For the superfolder GFP expression experiments, total RNA (12.5 µg) was treated with 2 U of Turbo DNase (Thermo Scientific, AM2238) for 1 hour at 37°C in a 10 μl reaction in the presence of 2 U SuperaseIn RNase inhibitor (Thermo Scientific, AM2694). The DNase was inactivated by 10 minutes incubation at 75°C. Reverse transcription (RT) was performed in a single reaction for all target genes of interest using a mix of gene-specific RT primers at 3.5 μM concentration each. After the addition of 2.5 μl RT primer mix, the RNA and primers were denatured at 70°C for 3 min, then snap chilled and incubated on ice for 5 min. RT was performed for 1 h at 55°C with SuperScript III (Thermo Scientific, 18,080,051) using 5 μl of RNA-RT primers mix in 10 μl final volume (100 U Superscript III, 2.5 mM DTT, 1xFS Buffer, 0.75 mM dNTPs) in the presence of 1 U RNasin (Promega, N2115). RT was followed by treatment with 5 U RNase H for 30 min at 37°C to remove the RNA from the RNA-cDNA duplexes. The cDNA was diluted 10-fold with DEPC water. Quantitative PCR was performed on 50 ng of DNAse I-treated total RNA using the Brilliant III UltraFast SYBR Green QPCR Master Mix (Agilent, #600,883). For sRNA pulse-over-expression and sRNA deletion experiments, the Luna Universal One-Step RT-qPCR Kit (NEB, E3005E) was used according to the manufacturer’s instructions. The qPCRs were run on a LightCycler 480 (Roche), and the specificity of the product was assessed by generating melting curves, as follows: 65°C-60s, 95°C (0.11 ramp rate with 5 acquisitions per °C, continuous). The data analyses were performed with the lightcycler software, at default settings: Absolute Quantification/Fit Points for Cp determination and Melt Curve Genotyping. The qPCR for all samples was performed in technical triplicate. Outliers from the samples with technical triplicate standard deviations of Cp >0.3 were discarded from the analyses. To calculate the fold-change relative to the control, the 2^−ddCp^ method was employed, using *recA* or 5S rRNA (*rrfD*) as the reference genes where indicated. Experiments were performed for minimum of two biological replicates, and the mean fold-change and standard error of the mean were computed. Unless otherwise stated, the significance of the fold-change difference compared to the reference sample control (for which fold-change = 1 by definition) was tested with a one-sample t-test. Oligonucleotides used for RT-qPCR are provided in Supplementary Table 4.

### MalH over-expression studies

For pulse over-expression studies overnight MG1655 cultures containing pBAD::sRNA and empty pBAD+1 control plasmids were inoculated in fresh LB-ampicillin medium at a starting OD_600_ of 0.05 and grown aerobically at 37°C to OD_600_ 0.4. Pre-induction (0 min) and post-induction samples were harvested. For induction, cultures were supplemented with L-arabinose (Sigma, A3256) and rapidly collected by filtration and flash-frozen in liquid nitrogen at the indicated time-points. RNA was extracted from samples harvested 15 minutes post-induction (OD_600_ between 0.6 and 0.7) three biological replicate time-series, followed by RNA-seq library preparation, next-generation sequencing and DESeq2 [40] analysis of differentially expressed genes (Supplementary Table 1).

### RNA extraction

RNA extraction was performed using the guanidium thiocyanate (GTC) method as previously described [41,42]. Briefly, 5 ml of cell culture was harvested at exponential phase by centrifugation. Cell pellets were resuspended in 100 µl GTC-Phenol (pH 7; 1:1 ratio) and lysed by vortexing the cells for 5 min with 100 µl of Zirconia beads (0.1 mm; Biospec products 11079101z). Subsequently, 550 µl of GTC was added and the mixture was vortexed for several minutes and incubated at 65ºC for 10 minutes and then 10 minutes on ice. Phases were separated by adding 300 µl chloroform isoamylalcohol (24:1) and 1/10^th^ of a volume of 3 M NaAc (pH 5.2) followed by vigorous vortexing. After 5 minutes of centrifugation in an Eppendorf centrifuge (14 k rpm), the RNA was purified from the upper phase via two additional rounds of phenol-chloroform extraction and precipitated with 3 volumes of 96% cold ethanol.

### RNA-seq

For the over-expression analysis of MalH, we generated RNA-seq libraries using an in-house protocol. Genomic DNA was removed by incubating 10 μg of total RNA with 2 U Turbo DNase (Thermo Scientific, AM2238) in a 50 μl final volume for 30 minutes at 37°C in the presence of 10 U SuperaseIn RNase Inhibitor (Thermo Scientific, AM2694). RNA was subsequently phenol-chloroform extracted and purified by ethanol-precipitation. Ribosomal RNA was removed with the Ribo-Zero rRNA Removal Kit (Gram-Negative Bacteria; Illumina, MRZGN126) according to the manufacturer’s instructions. Successful rRNA depletion was verified on the Agilent 2100 Bioanalyzer. The RNA was fragmented for 5 min at 95°C in the presence of Superscript III buffer (Invitrogen) followed by a five-minute incubation on ice. Reverse-transcription (RT) was performed with Superscript III (Thermo Scientific, 18,080,044) in 20 μl reactions according to manufacturer’s procedures using 250 ng of ribosomal RNA depleted RNA and 2.5 μM random hexamers (PE_solexa_hexamer, oligo 73, Supplementary Table 4). The RNA and free primers were degraded using 20 U of Exonuclease I (NEB, M0293l) and 50 U RNaseIf (NEB, M0243S) and the cDNA was purified with the DNA Clean & Concentrator 5 kit (Zymo Research). Ligation of the 5ʹ adapter (P5_phospho_adapter, oligo 39) to the cDNA was performed using CircLigase II (Lucigen, CL9021K) for 6 hours at 60°C, followed by a 10-min inactivation at 80°C. The cDNA was purified with the DNA Clean & Concentrator 5 kit. Half of the cDNA library was PCR amplified using Pfu polymerase (Promega, M7745) using the P5 forward PCR oligonucleotide and barcoded BC reverse oligonucleotides (200 nM; Supplementary Table 4; 95°C for 2 min, 95°C for 20s, 52°C for 30 s and 72°C for 1 min, and a final extension of 72°C for 5 min. 20 cycles of amplification). The PCR products were treated with Exonuclease 1 (NEB, M0293L) for 1 h at 37°C and purified by ethanol precipitation. Libraries were resolved on a 2% MetaPhor agarose gel 200–500 bp fragments were gel-extracted using the MinElute kit. All libraries were quantified on a 2100 Bioanalyzer using the High-Sensitivity DNA assay (Agilent, 5067–4627). Individual libraries were pooled in equimolar amounts. Paired-end sequencing (75 bp) was performed by Edinburgh Genomics on the Illumina HiSeq 4000 platform.

### Seed-mutant studies

Wild-type MG1655 and seed-mutant strains were grown overnight in minimal medium with glucose. Next day, each starter culture was split and inoculated at OD_600_ 0.05 in fresh M9 medium with glucose or maltose as the sole carbon source. Growth was monitored and cells were harvested at OD_600_ 0.5. Total RNA was extracted, and gene expression was quantified by RT-qPCR or Northern Blot.

### Polysome profiling analyses

Wild-type *E. coli* MG1655 containing empty pBAD plasmid and an isogenic strain containing pBAD: MalH was grown in LB until OD_600_ 0.4, then treated for 15 minutes with L-arabinose (Sigma, A3256) to induce over-expression of MalH, and cycloheximide (Sigma, C4859-1 ML) at a final concentration of 100 µg/ml for 3 minutes. 200 ml of cells (OD_600_ 0.6–0.7) were harvested by rapid filtration and flash frozen. The cells were washed in ice-cold PBS supplemented with 100 µg/ml cycloheximide.

Polysomal profiling was performed according to previously described protocols [43,44] with minor changes in the lysis buffer (10 mM NaCl, 10 mM MgCl_2_, 10 mM Tris-HCl (pH 7.5), 100 µg/ml cycloheximide, 1% (w/v) Na-Deoxycholate, 1 U RQ DNAse I (Promega, M6101), 0.6 U/mL RiboLock (Thermo Scientific, EO0381) in DEPC water). Lysates were kept on ice for 30 min, centrifuged 3X at 15,000 g for 10 min. The supernatants were loaded on a linear 10%–30% [w/v] sucrose gradient and centrifuged for 4 hours using an SW41 rotor at 40,000 rpm in a Beckman Optima XPN-100 Ultracentrifuge. Fractions of 1 mL in volume were collected monitoring the absorbance at 254 nm with the UA-6 UV/VIS detector (Teledyne Isco). Fractions from the entire gradient (total RNA) and from the fractions corresponding to ribosomes (70S) or polysomes (polysomal RNA) were pooled and RNA was purified by acid phenol–chloroform extraction as previously described [45].

### Terminator™ 5′-PhosphateDependent Exonuclease treatment

Ten micrograms of total RNA extracted from cell-samples at OD_600_ 1.2 and 1.8 were treated with 5ʹ-Terminator Dependent Exonuclease (Lucigen, TER51020) as per manufacturer instructions using Buffer A. The reaction was terminated by phenol extraction and ethanol precipitation, and the RNA was loaded on 8% polyacrylamide-urea gels and transferred to nylon membranes that were probed for MalH, CpxQ, RybB and 5S rRNA (Supplementary Table 4).

### Primer extension analysis

One microgram total RNA was reverse-transcribed using SuperScript III reverse transcriptase (Thermo Scientific, 18,080,051) using ^32^P -radiolabelled oligonucleotides as primers (Supplementary Table 4). Primers were added to the RNA and annealing was performed by heating the samples at 85°C for 3 min and then snap chilling them on ice. The RT was performed for 1 h at 45°C, followed by Exonuclease I and RNaseIf (NEB M0293L and M0243S) (0.5 μl each) treatment for 30 minutes at 37°C. Reactions were stopped by mixing with an equal volume of 2XRNA loading dye (NEB, B0363S), 2 minute incubation at 95°C and snap chilled. The sequencing ladders were prepared with Sequenase v2.0 (Thermo Scientific, 70775Y200UN) according to specified instructions. Samples were resolved on 6% PAA/8 M TBE-urea gels and visualized using the FujiFilm FLA5100 scanner.

### Construction of the MalH seed-mutant strain

To mutate the chromosomal copy of MalH, we used the λRed system [46]. We amplified the integration cassette from plasmid pKD4 with ultramers 895 and 896, containing homology regions to the coding sequence of *malG*, the desired MalH sequence and to the region immediately downstream of the Rho-independent terminator, respectively. With this design, the scar after removal of the *Kan*^r^ cassette was expected at a site outside the MalH/*malG* sequence. The PCR product was electroporated in *E. coli* MG1566 strains carrying the pKD46 plasmid from which λRed recombinase was induced with 10 mM L-arabinose. Correct replacement of the MalH seed sequence was screened by colony PCR using primer pairs: 725 & 909 and 726 & 910 (Supplementary Table 4). The antibiotic resistance cassette was removed from substitution mutants by FLP-recombinase expressed constitutively from pE-FLP [47]. Successful allele replacement was confirmed by Sanger sequencing.

### Northern blot analysis

Total RNA was extracted from cell lysates by GTC-Phenol extraction. For large RNA fragments, 10 μg of total RNA was resolved on a 1.25% BPTE-gel (pH 7) and transferred to a nylon membrane (HyBond N+, GEHealthcare, RPN1210B) by capillarity. For short RNA fragments, 10 μg total RNA was separated on an 8% polyacrylamide TBE-Urea gel and transferred to a nitrocellulose membrane by electroblotting for 4 h at 50 V. Membranes were pre-hybridized in 10 ml of UltraHyb Oligo Hyb (Thermo Scientific, AM8663) for 1 h and probed with ^32^P-labelled DNA oligo at 42°C for 12–18 hours in a hybridization oven. The sequences of the probes used for Northern blot detection are detailed in Supplementary Table 4. Membranes were washed twice with 2xSSC +0.5% SDS solution for 10 minutes and visualized using a Phosphor imaging screen and FujiFilm FLA-5100 Scanner (IP-S mode). For detection of highly abundant species (5S rRNA), autoradiography was used for exposure.

### Computational analysis

#### Pre-processing of the raw sequencing data

Raw sequencing reads in fastq files were processed using a pipeline developed by Sander Granneman, which uses tools from the pyCRAC package [48]. The entire pipeline is available at https://bitbucket.org/sgrann/. The CRAC_pipeline_PE.py pipeline first demultiplexes the data using pyBarcodeFilter.py and the in-read barcode sequences found in the L5 5ʹ adapters. Flexbar then trims the reads to remove 3ʹ-adapter sequences and poor-quality nucleotides (Phred score <23). Using the random nucleotide information present in the L5 5ʹ-adaptor sequences, the reads are then collapsed to remove potential PCR duplicates. The reads were then mapped to the *E. coli* MG1655 genome using Novoalign (www.novocraft.com). To determine to which genes the reads mapped to, we generated an annotation file in the Gene Transfer Format (GTF). This file contains the start and end positions of each gene on the chromosome as well as what genomic features (i.e. sRNA, protein-coding, tRNA) it belongs to. To generate this file, we used the Rockhopper software [49] on *E. coli* rRNA-depleted total RNA-seq data (generated by Christel Sirocchi), a minimal GTF file obtained from ENSEMBL (without UTR information). The resulting GTF file contained information not only on the coding sequences but also complete 5ʹ and 3ʹ UTR coordinates. We then used pyReadCounters.py with Novoalign output files as input and the GTF annotation file to count the total number of unique cDNAs that mapped to each gene.

*Differential expression analyses*.

DESeq2 [40] was used on raw read counts generated by pyReadCounters from the pyCRAC package [48] to detect differentially expressed genes. Three MalH pulse-over-expression datasets were compared to three pBAD Control over-expression datasets. Only differentially expressed genes that had an adjusted p-value of 0.05 or lower were considered significant.

#### Normalization steps

To normalize the read count data generated with pyReadCounters.py and to correct for differences in library depth between time-points, we calculated Transcripts Per Million reads (TPM) for each gene. Briefly, for each time-point the raw counts for each gene were first divided by the gene length and then divided by the sum of all the values for the genes in that time-point to normalize for differences in library depth. The TPM values for each OD_600_ studied were then log_2_-normalized.

#### Multiple sequence alignments and conservation analyses

The homologous sequences of MalH in other enterobacteria were retrieved by BLAST. JalView was used for the multiple sequence alignments, using the MAFFT algorithm [50].

### Data and Code availability

The MalH over-expression RNA sequencing data have been deposited on the NCBI Gene Expression Omnibus (GEO) with accession number GSE149059. The RNA-seq data generated from cells harvested at the various growth stages are available from NCBI GEO with accession number GSE123048. The python pyCRAC [48], kinetic-CRAC and GenomeBrowser software packages used for analysing the data are available from https://bitbucket.org/sgrann (pyCRAC up to version 1.4.3), https://git.ecdf.ed.ac.uk/sgrannem/, https://pypi.org/project/pyCRAC and https://pypi.org/project/GenomeBrowser.

## Results

To characterize MalH, we analysed published *E. coli* RNA–RNA interaction data [33,34]. This revealed that MalH could potentially base-pair with 5ʹUTRs of mRNAs encoding several major porins, including the highly abundant *ompC* and *ompA* mRNAs (Fig. 1A-C). An interaction between MalH and another outer membrane porin (*ompW*) was also detected in the RIL-seq data [34], implying that MalH could potentially regulate many outer membrane porins. The most abundant interactions of MalH with mRNAs in the published datasets (*ompC* and *ompA*) utilized mostly one region in the *malG* 3ʹUTR for base-pairing (Fig. 1C, Stem 1). This suggests that the corresponding site on the predicted sRNA is likely the main seed. The predicted interaction between MalH and *ompC* is unusually long and consists of two stems interrupted by a bulge (Fig. 1C), suggesting that these two RNAs form a stable complex. Conservation analyses and *in silico* target predictions (CopraRNA [51,52]) indicated that the seed sequence part of stem 1 is relatively well conserved (Supplementary Fig. 1A) and could be utilized for the regulation of multiple mRNA targets (Supplementary Fig. 1B). The sequences in MalH and *ompC* that form stem 2 (Fig. 1C) are less well conserved (Supplementary Fig. 1A and 2A).

**Figure 1.**
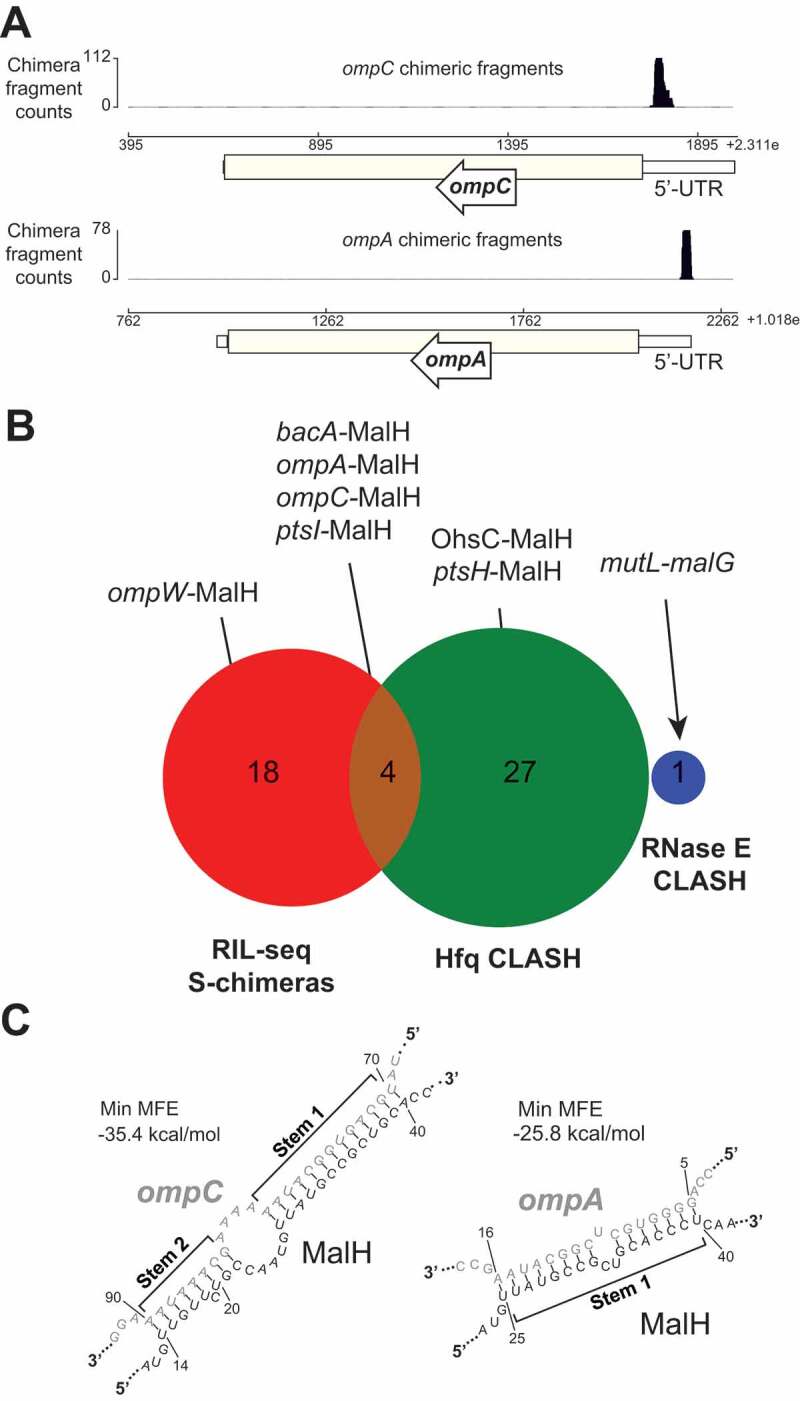
MalH is a 3ʹUTR-derived sRNA that base-pairs with major porin mRNAs

(A) The three genome browser tracks show the distribution of mRNA and sRNA fragments (*ompC* and *ompA*) that were fused to MalH fragments in chimeric reads. (B) MalH-base-pairing interactions found in Hfq CLASH, RIL-seq S-chimera data (log and stationary phase) and RNase E CLASH data. The number of interactions found in the individual data sets or in both are shown (C) MalH forms stable duplexes with the 5ʹUTR of porin-encoding mRNAs. *In silico* prediction (RNADuplex [53]) of hybrid structures derived from the most abundant MalH chimeric reads with the indicated transcripts. The min. MFE is the minimum folding energy assigned by RNAcofold.

To obtain the full-length sequence of MalH, we performed primer extension analyses to map the 5ʹ end of the sRNA (Fig. 2A). This revealed that MalH is a 104 nt sRNA that contains part of the *malG* coding sequence, the stop codon and the Rho-independent terminator (Fig. 2B). Next, we analysed the expression of this operon using our previously published RNA-seq data that contained gene expression information at various different growth stages in LB medium [33] (see Fig. 1B of this study for LB growth curves). The expression of *malEFG*, similarly to all other transporters and enzymes of the maltose system, is under the control of the MalT transcription factor that is bound to the maltotriose inducer and dependent on CRP-cAMP (Fig. 3A). Thus, these genes are expressed in the presence of maltose or maltodextrins and repressed in the presence of glucose due to catabolite repression. In LB, the steady-state levels of *malG* recapitulate a similar transient expression profile peaking between OD_600_ 1.2 and OD_600_ 2.4 (Fig. 3B).

**Figure 2.**
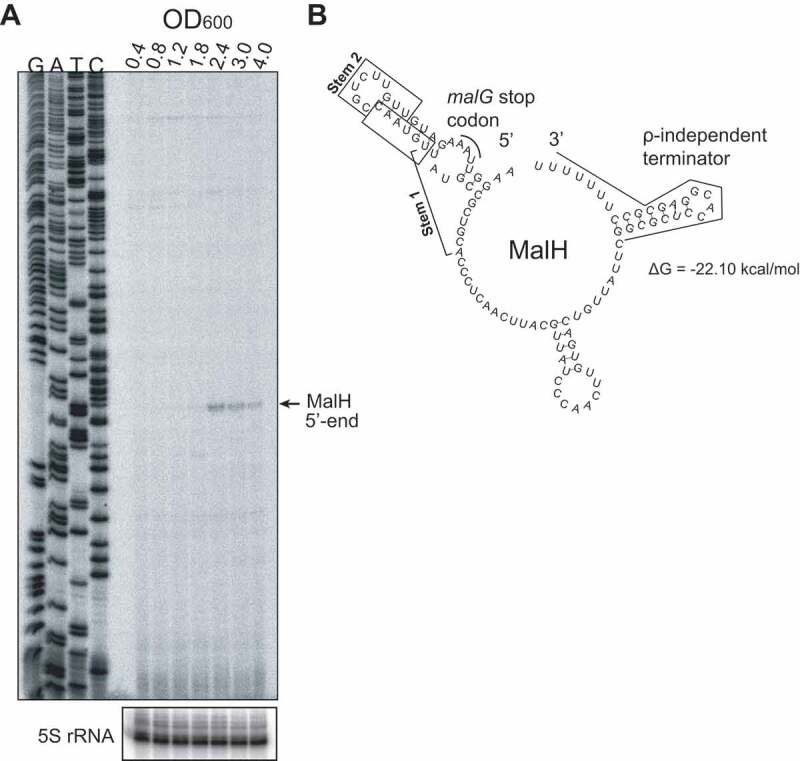
MalH is a 104nt sRNA

(A) Primer extension analysis to map the 5ʹ-terminus of MalH, using *E.coli* total RNA extracted from cells growing at different optical densities (OD_600_ 0.4–4.0) and an RT oligo that anneals to the 3ʹ-end region of the sRNA; G, A, T, C lanes represent the sequencing ladder; 5S rRNA probes were used to generate a loading control. (B) *In silico* prediction of full-length MalH secondary structure (RNAfold [53]); the *malG* stop codon and the Rho-independent terminator are highlighted with red and black, respectively; the minimum free energy of folding is noted below the structure.

**Figure 3.**
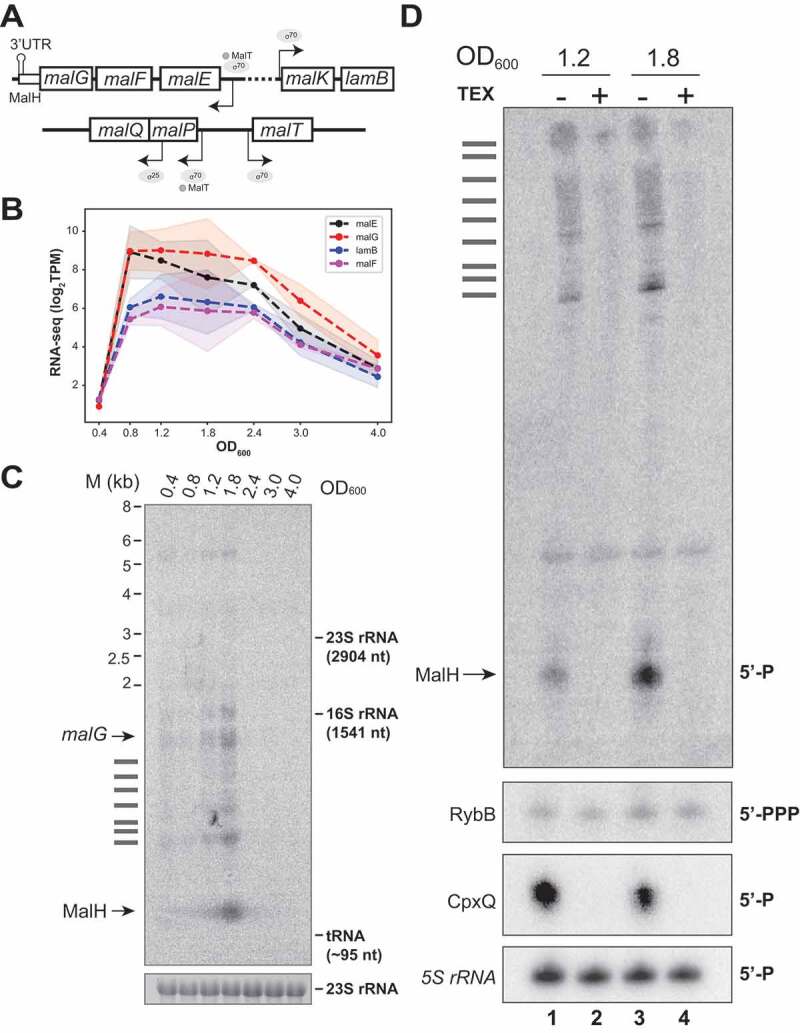
MalH is a degradation product that emerges at the transition between exponential and stationary phases of growth

(A) Schematic representation of the *mal* regulon gene structure. (B) The *mal* regulon gene expression peaks at the transition between exponential and stationary phases of growth: the plot shows averages (dotted line) and standard deviations (shaded regions) of log_2_(TPM) normalized RNA steady-state levels from four different transcripts that encode proteins involved in maltose uptake (y-axis); the x-axis indicates the cell densities (OD_600_) at which samples were taken. (C) Northern blot using total RNA from *E. coli* harvested at different cell densities (OD_600_) probed with an oligo antisense to *malG* 3ʹUTR; ‘M’ indicates the size ladder. The 23S rRNA was used as the loading control; the identity of the bands is indicated at the left of the panel; horizontal bars indicate *malEFG* degradation intermediates. (D) MalH is a degradation product: Northern blot using total RNA from cells at indicated OD_600_ with (+; lanes 2 and 4) or without (-; lanes 1 and 3) 5ʹ-Phosphate-Dependent Exonuclease (TEX) treatment. The sRNAs RybB (5ʹ-PPP) and CpxQ (5ʹ-P) were used as negative and positive controls, respectively. The 5S rRNA was used as a loading control. The text on the right of the blot indicates the phosphorylation state of the 5ʹ-termini for each sRNA. Note that the 5S rRNA has a 5ʹ-P but is not degraded by the TEX enzyme.

MalH sRNA levels generally peaked around OD_600_ 1.8–2.4 (Fig. 2A and Fig. 3C). We suspect that this variability in MalH expression is likely due to experimental noise as a result of slight differences in sugar content of the various batches of LB used during the project. Nevertheless, we consistently observed a transient induction of MalH.

The *malEFG* operon is known to be subjected to RNase E-mediated processing [54], which led us to hypothesize that MalH is produced through endonucleolytic cleavage of *malG*. To test this, Northern blot analyses were performed with a *malG* 3ʹUTR probe to detect not only MalH, but also any processed *malEFG* RNA fragments containing this region. For this experiment, we used RNA extracted from cells harvested at different optical densities. We detected many shorter *malG* 3ʹUTR-containing RNA fragments including a very short and abundant RNA species that peaks at an optical density of 1.8, which we speculated could be MalH (Fig. 3C). RNase E cleavage was detected 10 nucleotides downstream of the site identified in MalH in the 3ʹUTR of *malG* in the *Salmonella* TIER-seq data [55] by primer extension (Supplementary Figure 1A). If MalH is indeed produced by RNase E cleavage, then the expectation would be that it has a 5ʹ-monophosphate and therefore be susceptible to 5ʹ-monophosphate dependent exonuclease (TEX) degradation. Consistent with this idea, data from published 5ʹ end mapping analyses that used TEX to identify processed RNAs, supported the existence of a short RNA in the same region that has a 5ʹ-monophosphate [56]. In this analysis, the 5ʹ end of MalH was quite heterogeneous; however, a potential RNAse E cleavage site was located 4 nucleotides downstream of the site mapped by primer extension (Supplementary Figure 1A). To confirm that MalH indeed has a 5ʹ monophosphate, we performed Northern blot analyses on RNA samples that were incubated with TEX (Fig. 3D). MalH could not be detected in our TEX treated RNA samples (Fig. 3D, lanes 2 and 4), confirming that it bears a 5ʹ monophosphate. The positive control CpxQ [27] was also degraded in the presence of TEX (Fig. 3D). In contrast, the independently transcribed RybB sRNA was a poor substrate for the exonuclease (Fig. 3D). Note that although the 5S rRNA has a 5ʹ monophosphate it is not degraded by TEX. TEX treatment of total RNA also reduced the levels of the longer intermediate species. These data support a previously described mechanism by which the full-length polycistronic RNA undergoes decay that is initiated at a site in the upstream *malEFG* region. The distal gene *malE* is clipped off by the degradosome and selectively stabilized, allowing its expression at higher levels than other members of the operon [54]. The *malG* 3ʹ end, however, would presumably be less susceptible to further degradation because it is stabilized by Hfq binding.

### MalH directly regulates the expression of major outer membrane

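Pulse over-expression was followed by RNA sequencing of 6 cultures of E. coli K-12. In 3 biological replicates the cells carried MalH on a pBAD plasmid, which is transcribed when L-arabinose is added, and in 3 biological replicates they carried the empty pBAD plasmid as control. L-arabinose was added to 0.2% at an OD600 of 0.4, and cells were harvested 15 min later, at an OD600 between 0.6 and 0.7. The paper gives MG1655 as the strain, whereas a strain label of the samples names TOP10F', a cloning strain that lacks the chromosomal araBA, lac and leu segments. Genes of these segments had counts in all 6 libraries. Their levels ranged from 1514 to 5183 CPM (counts scaled by library size) for araA, from 40.8 to 82.7 CPM for lacZ and from 8.48 to 14.2 CPM for leuA. Those of araB ranged from 2001 to 4455 CPM. The levels of araA and araB argue against a strain without araBA in any of the 6 libraries. Of the 9 genes of these segments examined, none passed the edgeR test described next, whether adjusted over all genes or adjusted over the list alone, and 8 had a positive fold-change (set test camera, adjusted p = 0.0393, or adjusted p = 0.542 with an estimated correlation). The camera call was lost without control replicate 1 or 3 (adjusted p = 0.102 and 0.545) and without MalH replicate 1 or 3 (adjusted p = 0.105 and 0.193).

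The authors trimmed the reads with Flexbar, collapsed potential PCR duplicates, mapped the reads to the MG1655 genome with Novoalign and counted unique cDNAs per gene with pyReadCounters. Their deposited counts totalled 33359451, 56733117 and 123687805 in control replicates 1, 2 and 3, and 50588972, 27890855 and 51646247 in MalH replicates 1, 2 and 3. Of these counts, 0.152% to 1.39% fell in rRNA genes. The rRNA genes were left out, libraries were scaled by TMM, and 4347 of the 4469 genes passed edgeR's filter on low counts. Differences were tested with edgeR's quasi-likelihood test and the Benjamini-Hochberg adjustment, at an adjusted p of 0.05 or lower. Fold-changes are given as MalH over-expression over control, the opposite direction to Fig. 4B. Each standard error was derived from the fold-change and its test statistic. Whether counting used the strand is not given in the sources used here.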

To verify the MalH CLASH data we pulse over-expressed MalH under the control of an arabinose inducible promoter followed by RNA sequencing (Fig. 4A-B). Northern blot analyses of an arabinose time-series experiments revealed that MalH was maximally expressed already after 15 minutes of induction. Hence, to minimize secondary changes in gene expression, cells were harvested at this time-point and the resulting RNA was analysed by RNA sequencing (Fig. 4A, lane labelled with red rectangle). 

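MalH lies at the 3' end of malG, the last gene of the malEFG operon for maltose uptake, so reads of plasmid-made MalH would be counted in malG. The counts of malG were higher in each of the 3 MalH libraries than in each of the 3 controls. They were 785, 412 and 1457 CPM in MalH replicates 1, 2 and 3, and 21.1, 94.6 and 13.4 CPM in control replicates 1, 2 and 3. The upstream genes did not separate the groups. Levels of malE, the maltose-binding protein, were 2015 ± 684 CPM (SD, n = 3) with MalH and 1411 ± 1254 CPM (SD, n = 3) in the control. Those of malF, a membrane subunit of the same transporter, were 323 ± 152 and 193 ± 193 CPM (SD, n = 3 each). Control replicate 2 had 2838 CPM of malE, against 910 and 485 CPM in control replicates 1 and 3.

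The log2 fold-change of malG was 4.36 (SE 0.86, adjusted p = 0.615 from edgeR's quasi-likelihood test), and those of malF and malE were 0.74 (SE 0.71, adjusted p = 0.712) and 0.51 (SE 0.61, adjusted p = 0.763) in the same test. For malG, DESeq2 gave an adjusted p of 0.00474, edgeR's likelihood ratio test 0.000336, and the quasi-likelihood test without control replicate 2 gave 0.0484 at a log2 fold-change of 5.71. Without control replicate 2 the log2 fold-change was 1.99 for malF and 1.55 for malE. Under all alternative settings the values ranged from 0.191 to 1.99 for malF and from 0.105 to 1.55 for malE. Control replicate 2 had the highest level of all 3 genes among the controls, so leaving it out raises each fold-change in any case.

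**Figure D1:**
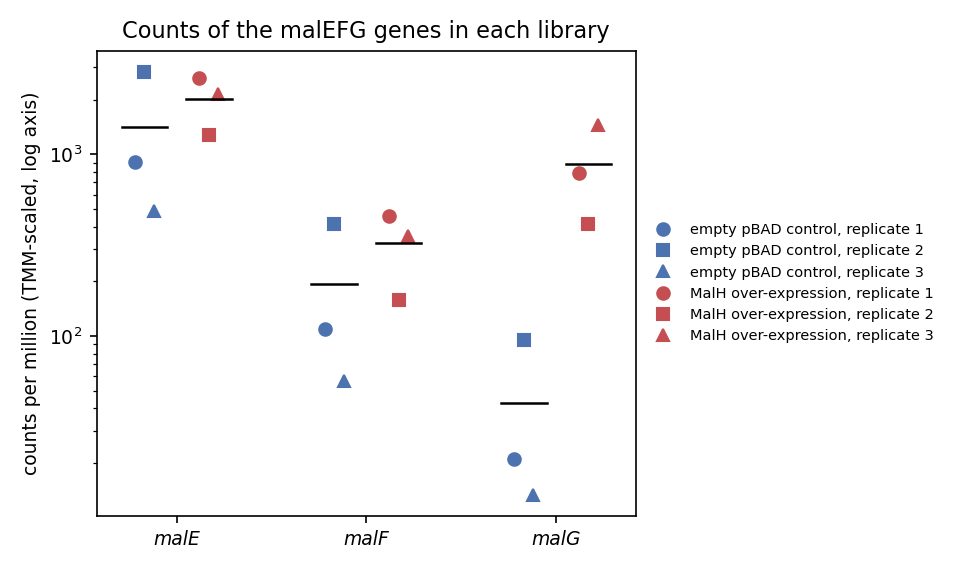
CPM of malE, malF and malG (log axis, TMM-scaled) in each of the 3 control and 3 MalH over-expression libraries, with the mean of each group as a line. For malG the MalH libraries lie between 412 and 1457 CPM and the control libraries between 13.4 and 94.6 CPM, whereas for malE and malF the groups overlap.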

Note that the induction was performed at OD_600_ = 0.4, when endogenous levels of MalH (the band visible by Northern blot in the no sRNA control samples; Fig. 4A) are very low. 

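MalH over-expression lowered ompC, which encodes a major porin of the outer membrane. Its level was 5897 ± 727 CPM (SD, n = 3) in the control and 890 ± 213 CPM (SD, n = 3) with MalH, a log2 fold-change of −2.73 (SE 0.26, adjusted p = 0.0389 from edgeR's quasi-likelihood test). Of the 4347 genes tested, ompC was the only one lower at this threshold and none was higher. At an unadjusted p under 0.05, 180 genes were lower and 66 higher in the edgeR test, against 217 genes in all that chance would give. This balance depends on the scaling: 64 were lower and 230 higher with total counts alone, and 133 and 104 with upper-quartile scaling. DESeq2, run on the deposited counts, called 18 transcripts lower and 2 higher, edgeR's likelihood ratio test called 10 lower and 1 higher, and limma-voom called ompC alone.

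Of the 18 transcripts that DESeq2 called lower, 9 are named in the paper. Among these 9, besides ompC, are 3 other envelope genes (ompA, tsx and ygiM), rpoE and rseA of the σE operon, the sRNAs MicA and RyeA, and ptsH, a component of sugar uptake. In each of these 9 every MalH library lay below every control library. Chance gives such a separation in either direction for 10% of genes not chosen by their values, but these 9 were called on the same libraries, so it is not independent evidence.

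The ompC call was lost in the quasi-likelihood test when any of the 5 libraries other than control replicate 2 was left out (adjusted p between 0.0935 and 0.809, log2 fold-change between −2.94 and −2.60). Without control replicate 2, edgeR called 3 genes lower (ompC, and rsxC and yidD, named here after their values were seen) and 1 higher (malG), and at an unadjusted p under 0.05 the counts rose to 609 lower and 589 higher. Control replicates 1 and 3 then remain, at −22.4 and −23.7 on the first principal component of all libraries. MalH replicates 1, 2 and 3 are at 21.3, −2.31 and 12.7. The rise in these counts thus cannot be told apart from this difference between libraries. From the transcripts lower on over-expression, the paper proposes that they are regulated by MalH in the cell. For ompC it has further evidence, which was not re-analysed: MalH interaction data, RT-qPCR with a seed mutant, fluorescence reporters and polysome profiling.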

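Ribosomal protein genes were the gene group with the largest shift, but it ran across the conditions. All 54 had a negative fold-change, with a median log2 of −0.74, and none passed the edgeR test, whether adjusted over all genes or adjusted over the list alone. The set test camera with a preset correlation of 0.01 called the group lower (adjusted p = 2.69e-12), but not with an estimated correlation (adjusted p = 0.542 with an estimated correlation). Their mean log2 CPM was 11.54 and 11.63 in control replicates 1 and 3 and 10.19 in control replicate 2, against 9.99, 11.06 and 10.29 in MalH replicates 1, 2 and 3. Control replicate 2 thus lay with MalH replicates 1 and 3.

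Genes for the use of sugars other than glucose that depend on CRP, the cAMP receptor protein, went the other way in the same libraries. Of 37 such genes 31 had a positive fold-change, with a median log2 of 0.25, and none passed the edgeR test on either adjustment (camera adjusted p = 0.00126, or adjusted p = 0.542 with an estimated correlation, 0.151 without control replicate 3 and 0.061 without MalH replicate 1). Their mean log2 CPM was 8.12 in control replicate 2, 7.55 and 7.32 in control replicates 1 and 3, and 8.16, 7.60 and 7.97 in MalH replicates 1, 2 and 3. Genes of the TCA cycle and acetate use, among them aceA of the glyoxylate shunt with a log2 fold-change of 0.87 (SE 0.38, edgeR adjusted p = 0.658), had a positive fold-change in 17 of 20 cases. None of the 20 passed the test on either adjustment (camera adjusted p = 0.00337, or adjusted p = 0.542 with an estimated correlation, and 0.0866 without control replicate 3).

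All 9 genes of the arabinose regulon had a positive fold-change, with a median log2 of 0.34, and none passed the test on either adjustment (camera adjusted p = 0.013, or adjusted p = 0.542 with an estimated correlation, 0.367 without control replicate 3 and 0.146 without MalH replicate 1). Here too control replicate 2 stood with MalH replicates 1 and 3, at a mean log2 CPM of 10.41 against 9.86 and 9.35 in control replicates 1 and 3 and 10.56, 9.85 and 10.29 in MalH replicates 1, 2 and 3. In all, 21 gene lists were tested. Camera called 10 lower and 8 higher with the preset correlation and none with an estimated correlation (smallest adjusted p = 0.133). The first principal component held 53.5% of the variance, with control replicate 2 at 14.4 beside MalH replicates 1 and 3 at 21.3 and 12.7, MalH replicate 2 at −2.31, and control replicates 1 and 3 at −22.4 and −23.7.

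**Figure D2:**
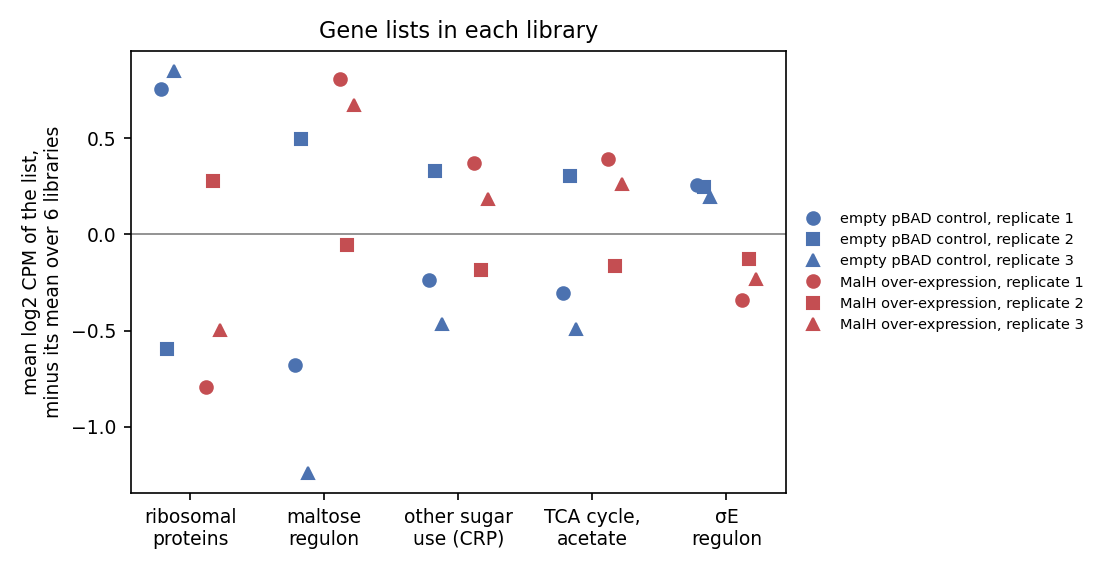
Mean log2 CPM of 5 gene lists in each library, each list centred on its mean over the 6 libraries. For ribosomal proteins and for sugar-use and TCA cycle genes control replicate 2 (blue square) lies with MalH replicates 1 and 3, whereas for the σE regulon the 3 controls lie above the 3 MalH libraries.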

Differential gene expression analysis identified ~20 transcripts that were significantly reduced upon MalH over-expression (Fig. 4B; Supplementary Table 1), implying these transcripts are regulated by MalH *in vivo*. This set of transcripts included those encoded by the sigma factor RpoE (σ^E^) and the anti-σ^E^ protein RseA. Both are members of the same operon and play an important role in controlling gene expression during stress responses, including the envelope stress response [57–60].

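Levels of rseA were 367 ± 9.33 CPM (SD, n = 3) in the control and 173 ± 45.2 CPM (SD, n = 3) with MalH, a log2 fold-change of −1.09 (SE 0.20). Those of rpoE were 602 ± 55.8 and 345 ± 50.3 CPM (SD, n = 3 each), a log2 fold-change of −0.80 (SE 0.17). Neither passed edgeR's quasi-likelihood test over all genes (adjusted p = 0.615 for rseA and 0.631 for rpoE), whereas DESeq2 gave adjusted p = 0.00204 and 0.00766. The genes that follow them, rseB and rseC, had log2 fold-changes of −0.57 (SE 0.21) and −0.57 (SE 0.24, adjusted p = 0.658 for both in the quasi-likelihood test), and DESeq2 called neither (adjusted p = 0.648 and 0.652). Without control replicate 2 their log2 fold-changes were −0.37 for rseB and −0.30 for rseC. These were the smallest reductions under the alternatives, which ranged from −0.73 to −0.37 for rseB and from −0.77 to −0.30 for rseC. Control replicate 2 had the highest level of both genes among the controls, so leaving it out shrinks each reduction in any case.

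Of 25 measured genes of the σE regulon, 20 had a negative fold-change, none passed the edgeR test over all genes, and 6 were lower when adjusted over the list alone. These 6 were rseA, ygiM, rpoE, micA, plsB, an acyltransferase of phospholipid synthesis, and yfeK. The first 4 were picked by the study on these libraries, so for them this count is not independent evidence of direction. Camera called the regulon lower (adjusted p = 1.88e-08), but not with an estimated correlation (adjusted p = 0.133 with an estimated correlation), and fry, which asks whether a list moves on balance one way, gave an adjusted p of 0.028. The mean log2 CPM of the regulon was 7.39, 7.38 and 7.33 in the controls and 6.79, 7.00 and 6.90 with MalH, so all 3 MalH libraries lay below all 3 controls (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). Without the 4 picked genes, which carry part of this shift, the levels of the other 21 were 7.45, 7.43 and 7.36 in the controls and 7.13, 7.22 and 7.12 with MalH (two-sided exact permutation p = 0.1). The other envelope stress pathways did not pass. Of 14 genes of the Cpx regulon 11 had a positive fold-change (camera adjusted p = 0.116, or 0.0352 without control replicate 2, range over alternatives 0.0352 to 0.545), and of 13 genes of the Rcs regulon 7 had a negative one (camera adjusted p = 0.923). No gene of either regulon passed the edgeR test over all genes or adjusted over the list alone.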

**Figure 4.**
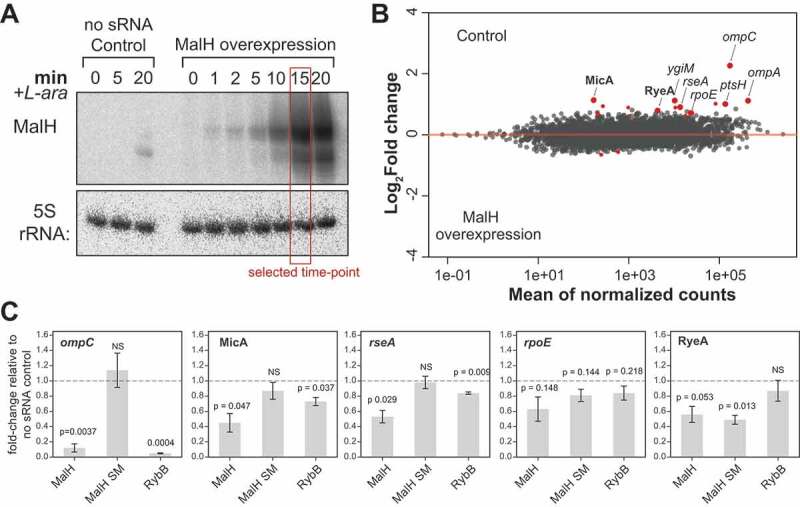
MalH destabilizes *ompC* and *ompA* mRNAs and downregulates key members the σ^E^ regulon

(A) Pulse over-expression of MalH using L-arabinose (see Materials and Methods for details). The empty pBAD plasmid served as a negative control. For the RNA-seq analyses, samples were harvested by rapid filtration 15 min after induction (indicated by the red box). Note that the over-expressed MalH is slightly longer than the endogenous MalH. We believe this is because of RNA polymerase readthrough at the MalH transcriptional terminator, which is then terminated at the transcription terminator present in the plasmid (B) MalH regulates expression of various mRNAs and sRNAs. DESeq2 analyses were performed on RNA-seq data from three biological replicates (Supplementary Table 1). 

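The authors' deposited table of this DESeq2 comparison lists 17 transcripts at an adjusted p of 0.05 or lower, of which 16 are lower and 1, yjhD, is higher with MalH. All 16 also had a negative log2 fold-change in the edgeR fit, and ompC was the only one of the 17 that edgeR's quasi-likelihood test called. DESeq2 run on the deposited counts at its present defaults called all 17, and in addition malG as higher and msrB and wzzB as lower. Transcripts of the authors' list that the paper does not discuss include chiA, an endochitinase, and nagE, the N-acetylglucosamine permease. Their edgeR log2 fold-changes were −0.98 (SE 0.14, adjusted p = 0.306) and −1.07 (SE 0.20, adjusted p = 0.615).

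Across 4347 genes the edgeR fold-changes and those of the authors' deposited table had a Pearson r of 0.956 and a Spearman rho of 0.993. Both come from the same 6 libraries and genes are not independent replicates, so these values compare methods only. The fold-changes in the authors' deposited table did not exceed 2.26 in size on the log2 scale, whereas those of edgeR reached 4.36.

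**Figure D3:**
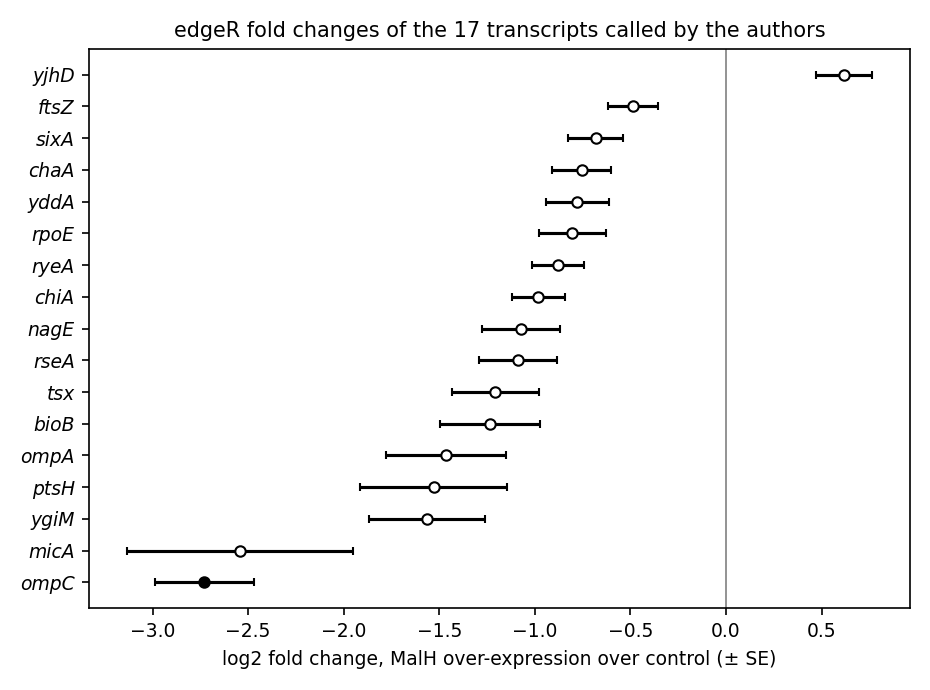
Log2 fold-changes (MalH over-expression over control) with their standard errors from edgeR for the 17 transcripts called in the authors' deposited table. The filled point, ompC, passed edgeR's quasi-likelihood test, open points did not, and yjhD is the only transcript with a positive value.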

Red points indicate differentially expressed transcripts. Transcripts with a log_2_ fold-change >0 were enriched in the Control data; those with a log_2_ fold-change <0 were enriched in the MalH over-expression data. The annotated, enlarged red data points indicate several differentially expressed transcripts, some of which are discussed in the text. (C) The MalH seed region is important for target regulation. RT-qPCR analysis of several differentially expressed transcripts (gene names shown at the top of the plots), in the presence of sRNAs. MalH SM is MalH with mutations in ‘stem 1’ of the seed region (Fig. 1C and Supplementary Fig. 2C). The plasmid-borne sRNAs were induced for 15 minutes using L-arabinose. The sRNA names are indicated below each bar; the ‘no sRNA’ sample contains the empty plasmid as reference for fold-change calculations; *recA* was used as the internal reference gene; experiments were performed in technical triplicates; the standard error of the mean (SEM) of three biological replicates are reported as error bars. The significance of the differences between the ‘no sRNA’ control and MalH or MalH SM was assessed with a one-sample Student’s t-test. Source data for the RT-qPCR data are provided in the Source Data file.

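The sRNA RyeA was lower in all 3 MalH libraries than in any control. Its level was 111 ± 9.75 CPM (SD, n = 3) in the control and 60.5 ± 6.52 CPM (SD, n = 3) with MalH. The log2 fold-change was −0.88 (SE 0.14, adjusted p = 0.371 from edgeR's quasi-likelihood test and 0.000415 from DESeq2). The sRNA SdsR lies antisense to RyeA, within it, and had 2.01 ± 0.521 CPM (SD, n = 3) in the control, so few of the reads counted in RyeA were counted in SdsR as well. SdsR had a log2 fold-change of −0.57 (SE 0.35, edgeR adjusted p = 0.658).

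MicA, an sRNA that represses porin mRNAs, had the second largest reduction among the transcripts of the authors' list, at 5.67 ± 2.43 CPM (SD, n = 3) in the control and 0.978 ± 0.714 CPM (SD, n = 3) with MalH. This is a log2 fold-change of −2.54 (SE 0.59, adjusted p = 0.658 from edgeR's quasi-likelihood test and 0.00344 from DESeq2), on 93 to 883 counts per control library and 17 to 93 counts per MalH library. RybB, the other σE-dependent sRNA measured, had a log2 fold-change of −0.70 (SE 0.33, edgeR adjusted p = 0.658, DESeq2 adjusted p = 0.652), with 2 of 3 MalH libraries below every control.

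Among 34 sRNAs measured, 19 had a negative and 15 a positive fold-change, none passed the edgeR test over all genes, and RyeA alone was lower when adjusted over the list alone (MicA missed it at 0.0508). Camera called the group lower (adjusted p = 0.0108, or adjusted p = 0.542 with an estimated correlation), but not without control replicate 3, MalH replicate 1 or MalH replicate 2 (adjusted p = 0.589, 0.146 and 0.218). OhsC, MicC and RseX were not tested, since they had at most 48, 19 and 4 counts in any library.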

Intriguingly, MalH over-expression also reduced the levels of sRNAs RyeA and MicA, the latter depending on RpoE (σ^E^) for its expression [61]. In *Salmonella*, MicA downregulates LamB, a high-affinity maltose/maltodextrin transporter [20]. 

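The 3 mRNAs ompC, ompA and ptsH were each lower in every MalH library than in any control. ompA, which encodes an abundant outer membrane protein, was at 12502 ± 994 CPM (SD, n = 3) in the control and 4523 ± 1668 CPM (SD, n = 3) with MalH, a log2 fold-change of −1.47 (SE 0.31). ptsH, which encodes the phosphocarrier HPr of the phosphotransferase system, was at 3983 ± 691 and 1379 ± 711 CPM (SD, n = 3 each), a log2 fold-change of −1.53 (SE 0.38). Neither passed edgeR's quasi-likelihood test (adjusted p = 0.615 and 0.658), whereas DESeq2 gave adjusted p = 0.000481 for ompA and 0.0139 for ptsH. ptsI, which encodes enzyme I and lies next to ptsH, had a log2 fold-change of −1.28 (SE 0.39) and passed neither test (edgeR adjusted p = 0.658, DESeq2 adjusted p = 0.126). For crr, the gene of EIIAglc, the log2 fold-change was −0.54 (SE 0.25, edgeR adjusted p = 0.658).

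ompF, another general porin, had a log2 fold-change of −0.22 (SE 0.21, edgeR adjusted p = 0.712) and ompX one of 0.06 (SE 0.26, edgeR adjusted p = 0.939). Without control replicate 2 they were −0.08 and −0.15. Of 21 porin and channel genes 1, ompC, was lower over all genes, none was higher and 20 did not pass the edgeR test. When adjusted over the list alone, ompC, ompA and tsx were lower. The study names all 3 as lower in these libraries, so for tsx this count is not independent evidence. The paper had found ompC and ompA beforehand in published MalH interaction data. Camera called the group lower (adjusted p = 4.18e-05, or adjusted p = 0.288 with an estimated correlation). Of 26 genes of the phosphotransferase system 9 had a negative and 17 a positive fold-change, none passed the edgeR test over all genes, and 1, nagE, was lower when adjusted over the list alone (camera adjusted p = 0.36).

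**Figure D4:**
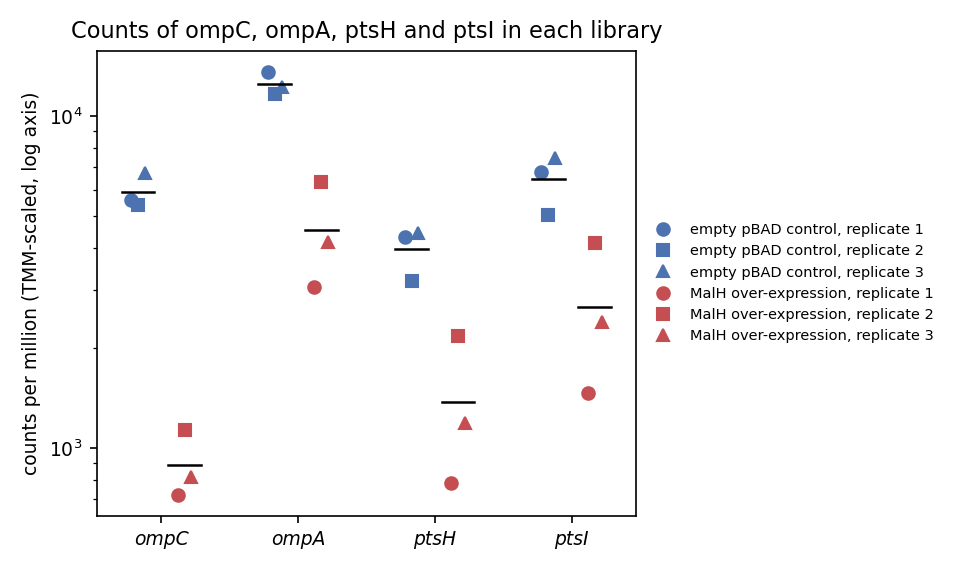
CPM of ompC, ompA, ptsH and ptsI (log axis, TMM-scaled) in each of the 3 control and 3 MalH over-expression libraries, with the mean of each group as a line. Every MalH library lies below every control library for each of the 4 genes, and MalH replicate 2 lies closest to the controls.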

Fragments of three mRNAs (*ompC, ompA* and *ptsH*) that were found in MalH chimeric reads were also differentially expressed, providing strong evidence that these are direct MalH targets.

To substantiate these analyses, we repeated the MalH over-expression experiments and performed RT-qPCR to verify some of the results from the differential expression analyses (Fig. 4C). For this experiment, we also included a MalH mutant in which the seed sequence (stem 1 sequence in Fig. 1C and Supplementary Fig. 2C) was changed into its complementary sequence (referred to as MalH SM mutant). As control, we also included the RybB sRNA, which regulates *rpoE* and *ompC* expression [21,22,24]. These results suggest that MalH, but not the seed mutant, can significantly reduce the levels of *ompC*, MicA and *rseA* (Fig. 4C). Although the qPCR data were generally in agreement with the RNA-seq data, we could not reproducibly detect significant changes in *rpoE* mRNA levels upon MalH over-expression. To our surprise, we did not observe significant changes in *rpoE* mRNA levels upon RybB over-expression, while levels of another target (*ompC*) were dramatically reduced. Notably, over-expression of the MalH seed mutant also resulted in a significant reduction in RyeA levels, implying that the observed changes are not a result of direct interactions between MalH and RyeA or that the regulation involves regions of MalH located outside of the main seed region.

To demonstrate the direct target regulation *in vivo*, we employed a well-established reporter system where an sRNA is co-expressed with a construct containing the mRNA target region fused to the coding sequence of superfolder green fluorescent protein (sfGFP) [19,39] (Fig. 5A). Fusions for OmpC, OmpA and σ^E^ were constructed, but only the OmpC and OmpA-sfGFP reporters produced stable fusions that could be analysed. We also included a MalH sRNA seed sequence mutant (MalH SM) and an *ompC* mutant containing compensatory mutations (OmpC SM; Fig. 5B). Importantly, the seed mutations in MalH did not affect the stability of the sRNA expressed from pBAD (Supplementary Fig. 3A and B). On the contrary, our OmpA-GFP reporter construct containing compensatory mutations in the target region did not generate a stable fusion. Therefore, we were unable to use this reporter system to fully verify the MalH-*ompA* interaction. As positive controls, we used sRNAs MicC and RybB sRNAs as they both regulate *E. coli ompC* expression [21,62]. Fluorescence measurements confirmed that levels of OmpC-sfGFP and OmpA-sfGFP fusions were significantly lower in cells expressing MalH (Fig. 5C). Importantly, MalH over-expression did not change the expression of the GFP reporter itself (Fig. 5C). Mutations in the MalH seed region largely restored OmpA- and OmpC-sfGFP reporter levels to the levels of the no sRNA negative control. The MalH SM mutant partially restored the expression of the OmpC SM-sfGFP mutant, suggesting that the base-pairing interaction between these two mutants is less stable compared to the wild-type (Fig. 5C). As expected, MicC was able to suppress OmpC SM-sfGFP levels as it base-pairs with the Stem 2 sequence in *ompC* (Supplementary Fig. 2C). The wild-type MalH was also able to partially suppress the expression of the OmpC SM mutant. We suggest that the predicted base-pairing interactions between MalH and *ompC* mRNA in the second stem (Supplementary Fig. 2C; ‘stem 2’) might be sufficient to at least partially suppress *ompC* expression. Regardless, the data strongly imply that MalH directly regulates *ompC* expression.

**Figure 5.**
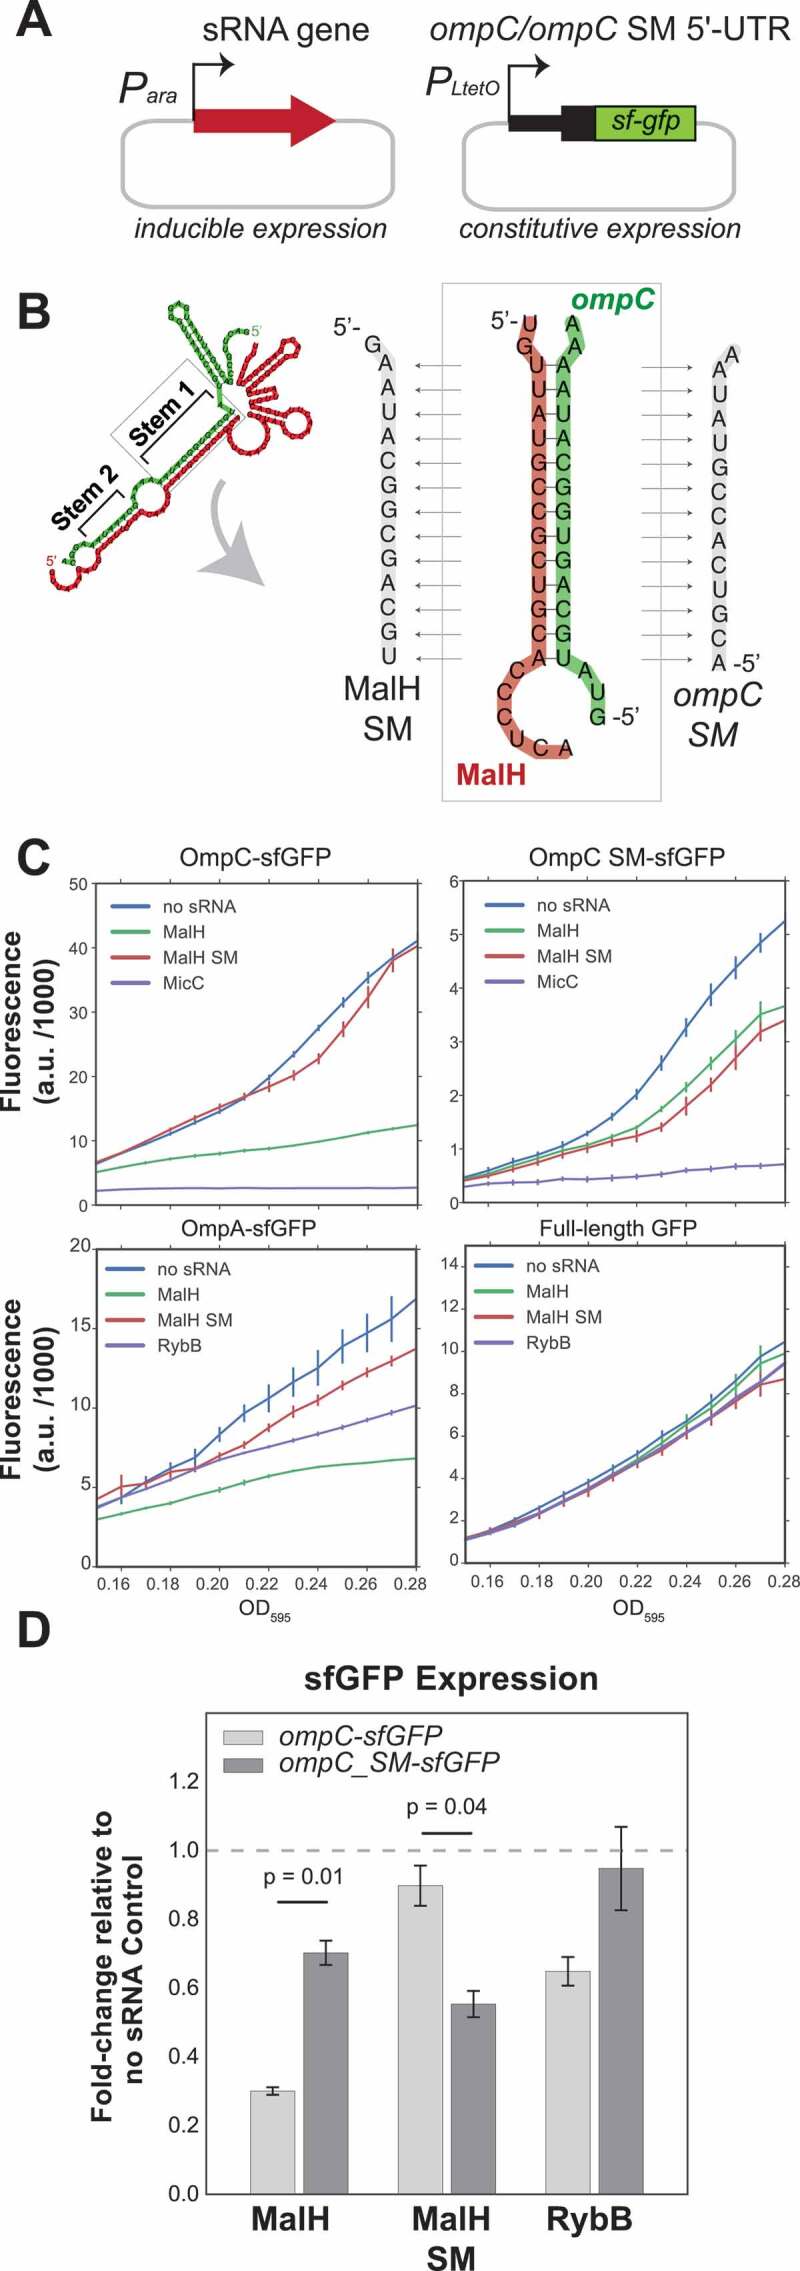
Validation of MalH-*ompC* interaction using GFP reporters

(A) Plasmid system used for the reporter assay: in *E. coli* TOP10 cells, low-copy plasmids constitutively over-express target 5ʹUTRs fused to sfGFP and medium-copy plasmids over-express the full-length sRNAs upon induction with L-arabinose. (B) Design of the wild-type and mutant *ompC* constructs. The panel indicates the base-pairing region within the MalH-*ompC* duplex that was mutated. We created an MalH seed mutant (SM) and an *ompC* mutant in which base pairing with MalH SM was restored. (C) MalH downregulates expression of OmpC and OmpA sfGFP fusions. *In vivo* fluorescence measurements of OmpC, OmpC SM and OmpA sfGFP fusion proteins were measured using a Tecan plate reader system at OD_595_. As a negative control, we included sfGFP alone in the presence or absence of sRNAs. The ‘no sRNA’ expressing strains contain the empty pBAD plasmid. The y-axis indicates fluorescence units (F.U.) reported by the plate reader. Experiments were performed in technical and biological triplicates; the fluorescence means and SEM of three biological replicates are reported. Source data are provided as a Source Data file. (**D**) MalH directly downregulates *ompC* mRNA through base-pairing interactions: RT-qPCR analyses of the *ompC-sfGFP* and *ompC SM-sfGFP* fusions expression in the presence of MalH. Cells were grown in LB to OD_600_ of ~0.4, induced with arabinose and harvested at OD_600_ 0.6–0.7. The bars indicate the mean fold-change in expression relative to the no sRNA Control (horizontal dashed line). Error bars indicate the standard error of the mean from two biological replicates. The significance of the differences between the WT and the MalH seed mutant (MalH SM) was assessed with a two-tailed Student’s t-test.

To determine whether the changes in fluorescence were associated with changes in reporter mRNA levels, we measured the expression of the GFP reporters by RT-qPCR. The results were essentially identical to the GFP fluorescence measurements (Fig. 5D). Over-expression of the wild-type MalH, but not of the seed mutant, reduced *ompC*-sfGFP mRNA levels. The *ompC* seed mutation (SM) did not fully disrupt the regulation by wild-type MalH. However, the MalH mutant containing compensatory mutations (SM mutant) was able to suppress the *ompC* SM mRNA levels, consistent with the idea that base-pairing was partially restored.

Next, we performed polysome profiling experiments to assess the level of *ompC* recruitment on polysomes upon over-expression of MalH. Over-expression of MalH did not noticeably affect 70S and polysome levels (Fig. 6A). We observed a significant (~37%) reduction of *ompC* mRNA in the polysomal fractions, relative to the upper fractions (Fig. 6B). We hypothesize that MalH regulates *ompC* expression at the post-transcriptional and translational level.

**Figure 6.**
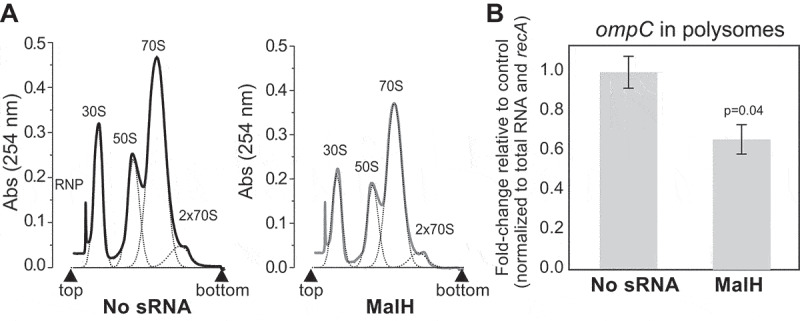
MalH regulates *ompC* mRNA translation in *E. coli.*

(A) Cultures at OD_600_ 0.4 over-expressing MalH or no sRNA for 15 minutes were harvested by rapid filtration and subjected to polysome profiling. Profiles of the polysomal (2x70S) and subpolysomal fractions obtained for the empty plasmid control and MalH over-expression samples. (B) The RT-qPCR analysis of the polysomal fractions: A ‘total’ fraction was obtained by mixing equal volumes of the polysomal and subpolysomal fractions and is representative of the lysate content. Expression of *ompC* in the polysomal fractions was quantified relative to the amount in ‘total’ RNA, normalized to *recA*, and calculated as fold-change relative to the control sample (y-axis). The RT-qPCR experiments were performed in biological and technical triplicates; the standard error of the mean (SEM) of three biological replicates fold changes are reported as error bars. Significance of the difference in *ompC* mRNA level in polysomes was assessed with a two-tailed Student’s t-test. Source data for the RT-qPCR data are provided in the Source Data file.

### MalH tunes maltoporin expression during maltose fermentation

Considering that MalH is produced from the *malEFG* operon, we reasoned that the novel sRNA may be involved in adaptation to growth in maltose containing medium. Because our previous analyses demonstrated that mutating the stem 1 sequence in MalH did not completely disrupt the regulation of *ompC* (Fig. 5), we generated a strain in which the predicted base-pairing interactions of MalH with its targets (both stem 1 and 2; Supplementary Fig. 2C and Fig. 5B; MalH dSM (double seed mutant)) was disrupted. Subsequently, overnight cultures grown in glucose were split and (re)inoculated in fresh medium containing either glucose or maltose as the sole carbon sources, and expression of several *mal* regulon genes and MalH targets were quantified. We show that MalH and its parental transcript *malG* are almost undetectable during growth in glucose, and relatively highly expressed during growth in maltose (~35-fold increase, Fig. 7A and 7B). This is consistent with catabolite repression of the *mal* regulon by glucose, and its induction by maltose [38]. Intriguingly, we observed that *ompC* mRNA levels are overall significantly lower during growth in maltose, compared to glucose (Fig. 7A). This suggests that porin expression is also regulated by nutrient source in *E. coli*. Similarly, levels of MicA, a repressor of LamB synthesis [20,21], were reduced by ~30% in maltose compared to glucose (Fig. 7A). Notably, Northern blot (Fig. 7B) and qPCR (Fig. 7C) analyses revealed that when cells are grown in maltose, the MalH dSM mutant less abundant than the wild-type but longer processed fragments that contained upstream *malG* regions could still be detected (Fig. 7B). Although the main RNase E cleavage site was not mutated in the MalH dSM mutant, it appears that the mutations partially blocked MalH processing, which could impact the half-life of the *malG* mRNA as well. Unfortunately, because the probe designed to detect both MalH WT and MalH dSM detected only shorter MalH degradation intermediates but not the longer *malEFG* degradation intermediates (Supplementary Fig. 4; Supplementary Table 4; MalG_3ʹUTR), we were unable to accurately quantify to what extent processing of the MalH was impaired. As a compromise, we measured *malG* and *malH* levels by RT-qPCR (Fig. 7C). From these results, we estimated that in the MalH dSM strain *malG* levels increased roughly 1.6-fold and MalH levels decreased ~40% in maltose. To measure the impact of these MalH seed mutations, we first compared the expression levels of *ompC*, MicA, and *lamB* between the wild type and MalH dSM strains. In maltose, MicA levels increased by roughly 30% in the MalH dSM seed-mutant strain (Fig. 7D). Concomitantly, *lamB* levels were reduced by ~20% in this medium. *OmpC* expression did not significantly change in the mutant in either maltose or glucose (Fig. 7D). Because MalH over-expression slightly (but not significantly) reduced σ^E^ mRNA levels (*rpoE*; Fig. 4B-C) and σ^E^ controls the synthesis of MicA, we also analysed this mRNA by RT-qPCR in these strains. In the mutant strain, *rpoE* levels also did not significantly change in maltose, corroborating that MalH does not directly control its transcript levels (Fig. 7D). Based on these results, we hypothesize that when cells need to use maltose as a main carbon source, subsequent MalH expression enhances the uptake of maltose by (directly or indirectly) reducing MicA levels, independently of *rpoE*. This in turn could enhance the production of the LamB maltoporin (Figs. 7D and 8A). However, because the seed mutations also affected the synthesis of MalH, we cannot completely rule out the possibility that the observed changes in *lamB* and MicA levels were, at least in part, the result of defective RNase E cleavage of *malG*.

**Figure 7.**
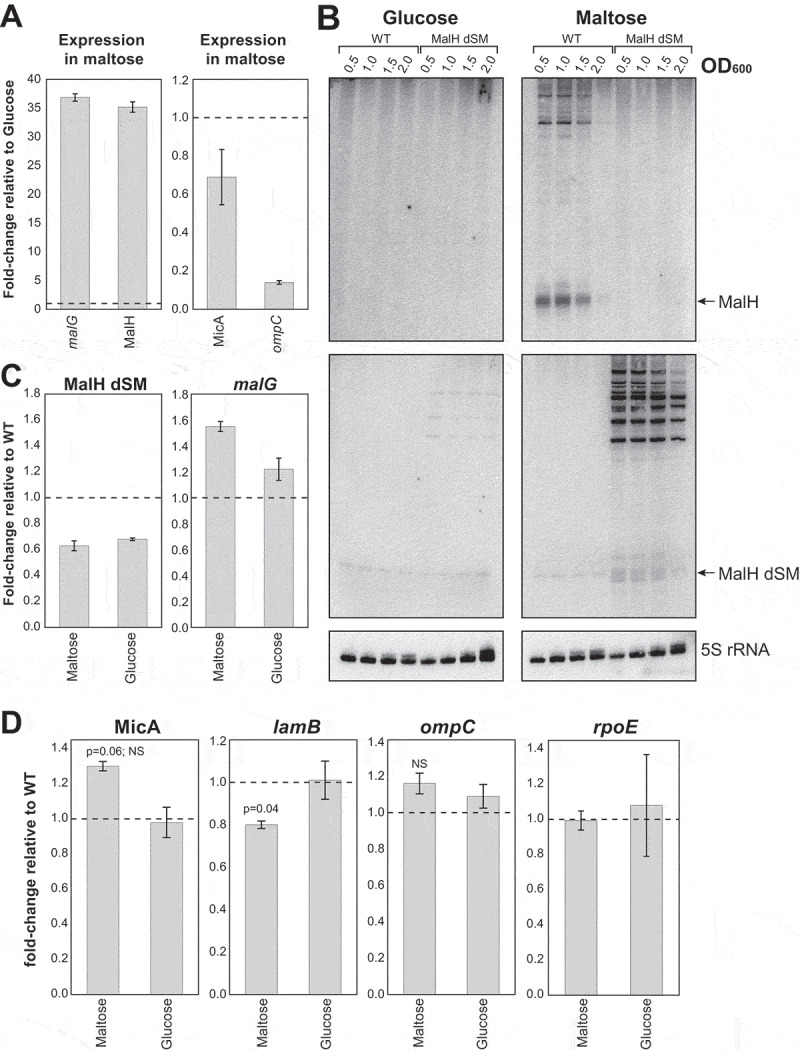
MalH modulates expression of key factors involved in maltose intake

(A) Endogenous MalH and *malG* expression is induced during growth on maltose, and *ompC* levels are significantly lower in maltose compared to glucose. Total RNA extracted from exponentially growing cells (OD_600_ 0.5) and MalH, *malG* (Left), and MalH direct (*ompC*) and indirect (MicA) targets was quantified by RT-qPCR. The data were normalized to 5S rRNA levels. The bars indicate the mean fold-change in expression relative to expression in cells growing in glucose (indicated on the plot with a horizontal-dashed line). Error bars indicate the standard error of the mean from two biological replicates. (B) MalH seed sequences are important for RNase E-recruitment and MalH biogenesis. Northern blot that compares MalH and longer *malG*-3ʹUTR containing fragments expression in wild-type *E. coli* and the MalH seed-mutant strain (MalH dSM). (C) The MalH dSM mutant is ~40% less abundant than the wild-type. Cell growth and RT-qPCR analysis of MalH, MalH dSM and *malG* expression were performed as in (A). The bars indicate the mean fold-change in expression relative to the wild-type. Error bars indicate the standard error of the mean from two biological replicates. (D) Increased MicA and decreased *lamB* levels in the MalH dSM mutant but *ompC* and *rpoE* do not significantly change. The bars indicate the mean fold-change in expression relative to the wild-type. Error bars indicate the standard error of the mean from two biological replicates. P-values were calculated using a one-sample t-test. Source data for the RT-qPCR data are provided in the Source Data file.

**Figure 8.**
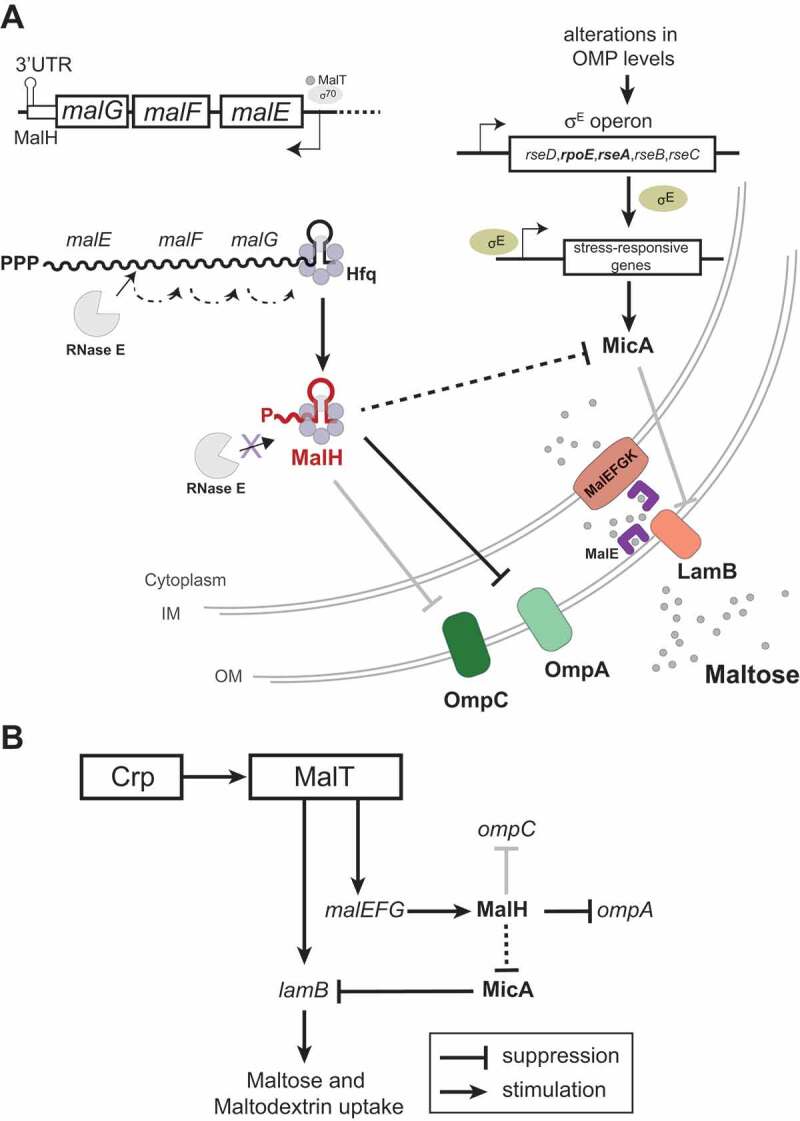
An sRNA-target interaction networks that contributes to adaptation to nutrient availability

(A) Model for MalH biogenesis and its role in post-transcriptional regulation. During maltose (grey circles) utilization, MalT transcribes the *malEFG* operon that encodes components for maltose uptake. A fraction of the *malEFG* transcripts is degraded by RNase E, generating the 3ʹUTR-derived MalH sRNA. MalH base-pairs with *ompC* mRNA, leading to its decay. MalH downregulates (either directly or indirectly) MicA that represses LamB synthesis. Additionally, MalH may downregulate expression of outer membrane points *ompC* and *ompA*. Therefore, as part of a feed-forward loop (FFL), MalH promotes accumulation of maltose-specific porins, which facilitates maltose and maltodextrin uptake. (B) MalT transcribes *lamB* and, via *malEFG* transcription, promotes MalH accumulation. MalH indirectly promotes LamB synthesis by repressing MicA. Thus, MalT and MalH join both promote *lamB* expression, forming a mixed coherent FFL. The grey lines indicate interactions that were detected by Hfq CLASH and RIL-seq [33,34] and experimentally verified interactions either by other groups (MicA and *lamB* [20]) or in this work (MalH, *ompC*). The bold black line connecting MalH and OmpA indicates that the interaction was detected in Hfq CLASH and RIL-seq data [33,34], verified by over-expression but not fully verified by our GFP reporter experiments. Dashed lines indicate likely indirect interactions.

## Discussion

Our previous Hfq CLASH study [33] identified over 100 distinct interactions between 3ʹUTRs and other mRNA regions, which implicate direct mRNA-mRNA communication. We proposed that many of these represent novel 3ʹUTR-derived sRNAs that target 5ʹUTRs of mRNAs. MalH is a new sRNA that was uncovered by Hfq CLASH and RIL-seq and consists entirely of the 3ʹUTR of the *malG* transcripts. This sRNA was of particular interest as it was mainly detected during the transition from late exponential to early stationary phase. Here we propose that MalH plays a role in improving maltose uptake by enhancing expression of the high-affinity maltose transporter LamB (Fig. 8A).

For our studies, we used Lysogeny broth (LB). LB is a well-defined medium that is rich in peptides and has a low content of utilizable sugars [9]. Although catabolisable amino acids are the main carbon source that support growth in LB [9], LB also contains sugar mixtures in short supply, which made it an ideal medium for our studies on nutrient limitation. These sugars are consumed one after another or co-utilized in *E. coli* cultures depending on their hierarchy and concentration [5,10,63]. Glucose, the preferred carbon source, is consumed first, followed by other fermentable sugars such as maltodextrins, nucleotides, and free sugars. During growth in LB, glucose is utilized during the exponential phase when the *mal* regulon genes are not expressed due to catabolite repression [38]. Glucose depletion is followed by simultaneous activation of systems for the utilization of non-glucose carbon sources. Accordingly, proteomics studies have shown that the entry into stationary phase in LB is characterized by increased expression of proteins required for scavenging nutrients and the uptake of alternative carbon sources: proteins of the phosphotransferase (PTS) system, maltose, amino acid and peptide transporters [64]. Studies in LB have shown that maltodextrins are the first substrates to support growth after glucose limitation [5]. Maltose/maltodextrins need to be transported into cells before their use in catabolic and anabolic processes. Efficient uptake of these carbon sources involves the maltose-specific transport system, which includes inner membrane, periplasmic and outer membrane (OMP) components encoded by *malEFG* and *lamBmalK* operons, respectively (Fig. 8A). The MalT transcription factor bound by maltotriose, induces transcription of genes encoding maltose transporters and *mal* enzymes. Although *malEFG* genes are transcribed as a single unit, RNase E processing of the polycistronic transcript can generate a differential expression of the monocistronic mRNAs [65]. Here we show that the MalH sRNA is a product of *malEFG* processing, which we hypothesize is stabilized by Hfq binding.

The induction of the Mal system and MalH during the transition phase in LB is a cumulative effect of glucose limitation, increased levels of cAMP and CRP, exogenous induction and synthesis of maltotriose endoinducer. By monitoring the expression of the targets of MalH during growth on maltose as the sole carbon source, we were able to specifically ascribe a hypothetical role to MalH in the optimization of exogenous maltose uptake. MalH is unique in a sense that it is not only an mRNA-derived sRNA targeting multiple pathways, but it is also because it is part of a ‘mixed coherent feed forward loop’ (FFL [66]) that we predict promotes maltose uptake via LamB. A major advantage of a coherent FFL is that it can accelerate or delay responses to stimuli, such as changes in carbon source availability. In this FFL, the key activator is the MalT transcription factor, which induces the expression of both mal*EFG* and *lamB* when cells start to consume maltose (Fig. 8B). We propose that *malEFG* indirectly promotes LamB accumulation via the MalH sRNA by (directly or indirectly) reducing the expression of MicA. This downregulation is important as MicA interferes with translation of the *lamB* mRNA through base-pairing interactions [20]. Consistent with this model, in the MalH seed-mutant MicA was expressed at ~30% higher levels. 

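Levels of lamB mRNA, which encodes the maltose channel of the outer membrane, spread widely between replicates 15 min after induction of MalH. They were 698 ± 797 CPM (SD, n = 3) in the control and 1347 ± 729 CPM (SD, n = 3) with MalH, a log2 fold-change of 0.95 (SE 0.85, adjusted p = 0.704 from edgeR's quasi-likelihood test and 0.725 from DESeq2). Without control replicate 2, the control with the highest maltose gene counts, the log2 fold-change was 2.50 (edgeR adjusted p = 0.0708). This was the highest of the values under the alternatives, which ranged from 0.245 to 2.50. Leaving out the control with the highest lamB level raises the fold-change in any case, so this value is no evidence of a rise. malK, the ATPase subunit of the maltose transporter and the neighbour of lamB in its operon, had a log2 fold-change of 0.72 (SE 0.62, edgeR adjusted p = 0.699), or 1.75 without control replicate 2 (edgeR adjusted p = 0.0695). Its values under the alternatives ranged from 0.322 to 1.75, and control replicate 2 had the highest malK level among the controls as well.

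Of 14 genes of the maltose regulon 12 had a positive fold-change, none passed the edgeR test over all genes, and malG, which includes the MalH sequence, was the only one higher when adjusted over the list alone. Camera called the regulon higher (adjusted p = 0.000373, or adjusted p = 0.432 with an estimated correlation). The mean log2 CPM of its genes was 8.07 in control replicate 2, against 6.90 and 6.33 in the other controls and 8.38, 7.52 and 8.25 in MalH replicates 1, 2 and 3. Without malG it was 8.18 in control replicate 2, 7.09 and 6.53 in control replicates 1 and 3, and 8.28, 7.43 and 8.07 in MalH replicates 1, 2 and 3.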

Although a 15 min over-expression of MalH was not sufficient to significantly impact *lamB* levels (Supplementary Table 1), mutating the MalH seed sequences in the genome did reduce *lamB* levels by ~20% (Fig. 7D). While these changes appear modest, it is important to take into consideration the very high abundance of the *lamB* mRNAs. MicA expression is controlled by the sigma factor *rpoE* (σ^E^) and we see a modest reduction of *rpoE* and *rseA* mRNA levels from the σ^E^ operon upon over-expression of MalH (Fig. 4C). This raises the possibility that MalH indirectly suppresses MicA by downregulating *rpoE*. However, the strain carrying mutations in the MalH seed sequence did not show significant changes in *rpoE* mRNA levels. Direct downregulation of MicA by MalH, however, is less likely as no evidence for base-pairing between these sRNAs was found in either our Hfq CLASH [33] data or by computational prediction. Furthermore, besides *ompA* and *ompC*, other mRNAs directly regulated by MicA (*tsx, ygiM*) were downregulated upon MalH over-expression (Fig. 4B, Supplementary Table 1) which would be expected to have gone up if MalH acted directly on MicA. Some of these genes are also regulated by other sRNAs, such as MicC (*ompC*), RybB (*tsx, ompC, ompA*), or RseX (*ompA, ompC*) [62,67,68] (Supplementary Fig. 2B-C), while the RNA binding protein CsrA, a carbon storage regulator, represses *rpoE* expression [69]. Therefore, it is possible that MalH acts in concert with these other post-transcriptional regulators to control the expression of these differentially expressed genes.

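In the over-expression data tsx, the nucleoside channel of the outer membrane, was at 2279 ± 183 CPM (SD, n = 3) in the control and 988 ± 223 CPM (SD, n = 3) with MalH. ygiM, an inner membrane protein gene, was at 306 ± 78.9 and 104 ± 38.8 CPM (SD, n = 3 each). The log2 fold-changes were −1.21 (SE 0.23) and −1.56 (SE 0.30). Neither passed edgeR's quasi-likelihood test (adjusted p = 0.615 for both), and DESeq2 gave adjusted p = 0.000112 for tsx and 0.00134 for ygiM. cca, the gene next to ygiM, had a log2 fold-change of −0.50 (SE 0.14, edgeR adjusted p = 0.658).

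Of 12 mRNAs reported as MicA targets, 8 had a negative fold-change, 1 (ompC) was lower in the edgeR test over all genes, and 5 were lower when adjusted over the list alone. Camera called the list lower (adjusted p = 1.57e-06, or adjusted p = 0.133 with an estimated correlation). Of its members 4, ompA, ompC, tsx and ygiM, are named by the study as lower in these libraries. The paper had found ompA and ompC beforehand in published MalH interaction data, but not tsx and ygiM. Without these 4 the median log2 fold-change of the other 8 was −0.01 and camera did not call them (adjusted p = 0.874). Of 11 mRNAs reported as RybB targets, 10 had a negative fold-change, 1 (ompC) was lower over all genes, and 4 were lower when adjusted over the list alone. Camera called this list lower as well (adjusted p = 1.48e-09, or adjusted p = 0.133 with an estimated correlation), and without ompA, ompC and tsx the median of the other 8 was −0.27 (camera adjusted p = 0.0251, or adjusted p = 0.598 with an estimated correlation).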

Our data imply that MalH base-pairs with the *ompC* mRNA and, when over-expressed, MalH can effectively reduce its steady-state levels. However, in medium with maltose as sole carbon source, endogenous MalH expression was not sufficient to significantly affect *ompC* mRNA levels. However, given the very high abundance and stability of *ompC* (minutes-long half-life [70]), we predict that even a mild reduction in *ompC* levels can profoundly relieve the pressure on the translation machinery and OMP assembly pathways [30]. The potential dual regulation by MalH (repression of OmpC and upregulation of LamB) could help balance levels of OMPs in response to changes in the available nutrients (Fig. 8A). Although this model is intriguing, the biological significance of MalH remains unclear. Interestingly, maltose has been shown to be a key nutrient for efficient colonization of mouse intestines by pathogenic and commensal strains of *E. coli* [71,72]. It would therefore be interesting to see if the MalH seed mutant has a competitive disadvantage in intestinal colonization.

MalH is reminiscent of the *Vibrio cholerae* MicX sRNA that also maps to the 3ʹ region of *malG* and regulates levels of outer membrane proteins [73]. However, the MicX targets (uncharacterized OMP and a peptide ABC transporter) are different from the MalH ones. Furthermore, unlike MalH, MicX is produced from an independent promoter. Conditions that change the expression of the upstream Mal operon in *V. cholerae* do not affect accumulation of MicX [73], whereas the levels of MalH strongly correlate with *malEFG* mRNA levels. Nevertheless, both studies demonstrate that an sRNA resides in the 3ʹUTR of the *malG* transcript and pinpoints a mechanism where the expression of multiple porins is connected by sRNAs encoded within transporter mRNAs.

Analysis of the Hfq CLASH and RIL-seq data revealed that MalH could also potentially control sRNA levels or activity. For example, we frequently recovered chimaeras that contained MalH fragments fused to fragments of a *cis*-encoded sRNA, OhsC. OhsC is an sRNA that is part of a toxin-antitoxin system that suppresses the production a short hydrophobic and toxic protein (ShoB) of which the expression needs to be tightly controlled [74,75]. It is tempting to speculate that MalH indirectly controls ShoB expression by sponging OhsC. *Vice versa*, OhsC could also control MalH activity/stability.

We also found interactions between MalH and transcripts that are part of the *pts* operon (*ptsI* and *ptsH* [76]) in both RIL-seq and Hfq CLASH data. This operon codes for three components of the phosphoenolpyruvate-dependent phosphotransferase system (PTS) that regulates the uptake, phosphorylation and metabolism of a number of energetically preferred sugars (PTS sugars) [77], such as glucose. Uptake of non-PTS sugars, such as maltose and maltodextrins, is regulated by the EIIA^glc^ enzyme. In the presence of an excess of glucose, this enzyme accumulates in an unphosphorylated state, which blocks maltose/maltodextrin uptake by binding to the MalK homodimer (Fig. 8A) [78]. PtsI and PtsH are non-sugar specific components of the PTS system that can phosphorylate EIIA^glc^. Thus, we hypothesize that MalH post-transcriptionally enhances the production of PtsI and PtsH (presumably by stimulating translation) to maintain sufficiently high levels of phosphorylated EIIA^glc^.

In conclusion, our work provides an intriguing example of how an mRNA-derived sRNA can enhance the output of its regulon by not only dampening pathways that inhibit the accumulation of the encoded maltose transporters but possibly also by regulating the enzymes that control the activity of the maltose transporters.

## Supplementary Material

Supplemental Material

## References

[1] El Mouali Y, Gaviria-Cantin T, Sánchez-Romero MA, et al. CRP-cAMP mediates silencing of Salmonella virulence at the post-transcriptional level. PLoS Genet. 2018;14(6):1–26.10.1371/journal.pgen.1007401PMC599164929879120

[2] Peyraud R, Cottret L, Marmiesse L, et al. Control of primary metabolism by a virulence regulatory network promotes robustness in a plant pathogen. Nat Commun. 2018;9. 10.1038/s41467-017-02660-429379078PMC5788922

[3] Luckett JCA, Darch O, Watters C, et al. A novel virulence strategy for pseudomonas aeruginosa mediated by an autotransporter with arginine-specific aminopeptidase activity. PLoS Pathog. 2012;8(8):e1002854. .10.1371/journal.ppat.1002854PMC342654222927813

[4] Anderson MT, Mitchell LA, Zhao L, et al. Capsule production and glucose metabolism dictate fitness during serratia marcescens bacteremia. MBio. 2017;8(3). DOI:10.1128/mBio.00740-17PMC544246028536292

[5] Baev MV, Baev D, Radek AJ, et al. Growth of Escherichia coli MG1655 on LB medium: monitoring utilization of sugars, alcohols, and organic acids with transcriptional microarrays. Appl Microbiol Biotechnol. 2006;71(3):310–316.1662844810.1007/s00253-006-0317-6

[6] Baev MV, Baev D, Radek AJ, et al. Growth of Escherichia coli MG1655 on LB medium: determining metabolic strategy with transcriptional microarrays. Appl Microbiol Biotechnol. 2006;71(3):323–328.1664582210.1007/s00253-006-0392-8

[7] Baev MV, Baev D, Jansco Radek A, et al. Growth of Escherichia coli MG1655 on LB medium: monitoring utilization of amino acids, peptides, and nucleotides with transcriptional microarrays. Appl Microbiol Biotechnol. 2006;71(3):317–322.1657557010.1007/s00253-005-0310-5

[8] Ferenci T. Regulation by nutrient limitation. Curr Opin Microbiol. 1999;2(2):208–213.1032216310.1016/S1369-5274(99)80036-8

[9] Sezonov G, Joseleau-Petit D, D’Ari R. Escherichia coli physiology in Luria-Bertani broth. J Bacteriol. 2007;189(23):8746–8749.1790599410.1128/JB.01368-07PMC2168924

[10] Ferenci T. Adaptation to life at micromolar nutrient levels: the regulation of Escherichia coli glucose transport by endoinduction and cAMP. FEMS Microbiol Rev. 1996;18(4):301–317.870350810.1111/j.1574-6976.1996.tb00246.x

[11] Kenyon WJ, Thomas SM, Johnson E, et al. Shifts from glucose to certain secondary carbon-sources result in activation of the extracytoplasmic function sigma factor $σ$E in Salmonella enterica serovar Typhimurium. Microbiology. 2005;151(7):2373–2383.1600072710.1099/mic.0.27649-0PMC1489810

[12] Hör J, Matera G, Vogel J, et al. Trans-acting small RNAs and their effects on gene expression in escherichia coli and salmonella enterica. EcoSal Plus. 2020;9(1). DOI:10.1128/ecosalplus.ESP-0030-2019PMC711215332213244

[13] De Mets F, Van Melderen L, Gottesman S. Regulation of acetate metabolism and coordination with the TCA cycle via a processed small RNA. Proc Natl Acad Sci. 2018. 10.1073/pnas.1815288116.PMC633882630591570

[14] Miyakoshi M, Matera G, Maki K, et al. Functional expansion of a TCA cycle operon mRNA by a 3′ end-derived small RNA. Nucleic Acids Res. 2018;47(4):2075–2088.10.1093/nar/gky1243PMC639339430541135

[15] Rice JB, Vanderpool CK. The small RNA SgrS controls sugar-phosphate accumulation by regulating multiple PTS genes. Nucleic Acids Res. 2011;39(9):3806–3819.2124504510.1093/nar/gkq1219PMC3089445

[16] Beisel CL, Storz G. The base-pairing RNA Spot 42 participates in a multioutput feedforward loop to help enact catabolite repression in Escherichia coli. Mol Cell. 2011;41(3):286–297.2129216110.1016/j.molcel.2010.12.027PMC3072601

[17] Urbanowski ML, Stauffer LT, Stauffer GV. The gcvB gene encodes a small untranslated RNA involved in expression of the dipeptide and oligopeptide transport systems in Escherichia coli. Mol Microbiol. 2000;37(4):856–868.1097280710.1046/j.1365-2958.2000.02051.x

[18] Pulvermacher SC, Stauffer LT, Stauffer GV. The small-RNA GcvB regulates sstT mRNA expression in Escherichia coli. J Bacteriol. 2009;91(1):238–248.10.1128/JB.00915-08PMC261244518952787

[19] Urban JH, Vogel J. Translational control and target recognition by Escherichia coli small RNAs in vivo. Nucleic Acids Res. 2007;35(3):1018–1037.1726411310.1093/nar/gkl1040PMC1807950

[20] Bossi L, Figueroa-Bossi N. A small RNA downregulates LamB maltoporin in Salmonella. Mol Microbiol. 2007;65(3):799–810.1760879210.1111/j.1365-2958.2007.05829.x

[21] Gogol EB, Rhodius VA, Papenfort K, et al. Small RNAs endow a transcriptional activator with essential repressor functions for single-tier control of a global stress regulon. Proc Natl Acad Sci U S A. 2011;108(31):12875–12880.2176838810.1073/pnas.1109379108PMC3150882

[22] Papenfort K, Pfeiffer V, Mika F, et al. σE-dependent small RNAs of Salmonella respond to membrane stress by accelerating global omp mRNA decay. Mol Microbiol. 2006;62(6):1674–1688.1742728910.1111/j.1365-2958.2006.05524.xPMC1804206

[23] Johansen J, Rasmussen AA, Overgaard M, et al. Conserved small non-coding RNAs that belong to the sigmaE regulon: role in down-regulation of outer membrane proteins. J Mol Biol. 2006;364(1):1–8.1700787610.1016/j.jmb.2006.09.004

[24] Thompson KM, Rhodius VA, Gottesman S. σE regulates and is regulated by a small RNA in Escherichia coli. J Bacteriol 2007; 189(11):4243–4256.1741665210.1128/JB.00020-07PMC1913397

[25] Tree JJ, Granneman S, McAteer SP, et al., Identification of bacteriophage-encoded anti-sRNAs in pathogenic Escherichia coli. Mol Cell. Internet] 2014; 55(2):199–213.2491010010.1016/j.molcel.2014.05.006PMC4104026

[26] Chao Y, Papenfort K, Reinhardt R, et al. An atlas of Hfq-bound transcripts reveals 3′ UTRs as a genomic reservoir of regulatory small RNAs. EMBO J. 2012;31(20):4005–4019.2292246510.1038/emboj.2012.229PMC3474919

[27] Chao Y, Vogel J. A 3′ UTR-derived small RNA provides the regulatory noncoding arm of the inner membrane stress response. Mol Cell. 2016;61(3):352–363.2680557410.1016/j.molcel.2015.12.023

[28] Smirnov A, Wang C, Drewry LL, et al. Molecular mechanism of mRNA repression in trans by a ProQ-dependent small RNA. EMBO J. 2017;36(8):1029–1045.2833668210.15252/embj.201696127PMC5391140

[29] Wang C, Chao Y, Matera G, et al. The conserved 3 UTR-derived small RNA NarS mediates mRNA cross-regulation during nitrate. Nucleic Acids Res. 2019;48(4):2126–2143.10.1093/nar/gkz1168PMC703894331863581

[30] Guo MS, Updegrove TB, Gogol EB, et al. MicL, a new σE-dependent sRNA, combats envelope stress by repressing synthesis of Lpp, the major outer membrane lipoprotein. Genes Dev. 2014;28(14):1620–1634.2503070010.1101/gad.243485.114PMC4102768

[31] Holmqvist E, Li L, Bischler T, et al. Global maps of ProQ Binding In vivo reveal target recognition via RNA structure and stability control at mRNA 3′ Ends. Mol Cell. 2018;70(5):971–982.e6.10.1016/j.molcel.2018.04.01729804828

[32] Melamed S, Adams PP, Zhang A, et al. RNA-RNA Interactomes of ProQ and Hfq reveal overlapping and competing roles. Mol Cell. 2020;77(2):411–425.e7. [Internet].3176149410.1016/j.molcel.2019.10.022PMC6980735

[33] Iosub IA, van Nues RW, McKellar SW, et al. Hfq CLASH uncovers sRNA-target interaction networks linked to nutrient availability adaptation. Elife. 2020;9:1–33.10.7554/eLife.54655PMC721398732356726

[34] Melamed S, Peer A, Faigenbaum-Romm R, et al. Global mapping of small RNA-target interactions in resource global mapping of small RNA-target interactions in bacteria. Mol Cell. 2016;63(5):884–897.2758860410.1016/j.molcel.2016.07.026PMC5145812

[35] Grabowicz M, Koren D, Silhavy TJ. The CpxQ sRNA negatively regulates Skp To Prevent Mistargeting of ␤ -barrel outer membrane proteins into the cytoplasmic membrane. MBio. 2016;7(2):1–8.10.1128/mBio.00312-16PMC481725427048800

[36] Acuña LG, Barros MJ, Peñaloza D, et al. A feed-forward loop between SroC and MgrR small RNAs modulates the expression of eptB and the susceptibility to polymyxin B in Salmonella typhimurium. Microbiology. 2016;162(11):1996–2004.2757170910.1099/mic.0.000365

[37] Miyakoshi M, Chao Y, Vogel J. Cross talk between ABC transporter mRNAs via a target mRNA-derived sponge of the GcvB small RNA. EMBO J. 2015;34(11):e201490546–1492.10.15252/embj.201490546PMC447452525630703

[38] Boos W, Shuman H. Maltose/maltodextrin system of Escherichia coli: transport, metabolism, and regulation. Microbiol Mol Biol Rev. 1998;62:204–229.952989210.1128/mmbr.62.1.204-229.1998PMC98911

[39] Corcoran CP, Podkaminski D, Papenfort K, et al. Superfolder GFP reporters validate diverse new mRNA targets of the classic porin regulator, MicF RNA. Mol Microbiol. 2012;84(3):428–445.2245829710.1111/j.1365-2958.2012.08031.x

[40] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[41] Sambrook J, Fritsch EF, Maniatis T. Molecular cloning: A Laboratory Manual, 2nd ed., Vols. 1, 2 and 3. Cold Spring Harbor (NY): Cold Spring Harbor Laboratory Press; 1989.

[42] Tollervey D, Mattaj IW. Fungal small nuclear ribonucleoproteins share properties with plant and vertebrate U-snRNPs. Embo J. 1987;6(2):469–476.295359910.1002/j.1460-2075.1987.tb04777.xPMC553418

[43] Bernabò P, Tebaldi T, Groen EJN, et al. In vivo translatome profiling in spinal muscular atrophy reveals a role for SMN protein in ribosome biology. Cell Rep. 2017;21(4):953–965.10.1016/j.celrep.2017.10.010PMC566856629069603

[44] Lunelli L, Bernabò P, Bolner A, et al. Peering at brain polysomes with atomic force microscopy. J Vis Exp. 2016;1–8. 10.3791/53851.PMC482902827023752

[45] Tebaldi T, Re A, Viero G, et al. Widespread uncoupling between transcriptome and translatome variations after a stimulus in mammalian cells. BMC Genomics. 2012;13(1):220.10.1186/1471-2164-13-220PMC344140522672192

[46] Datsenko KA, Wanner BL. One-step inactivation of chromosomal genes in Escherichia coli K-12 using PCR products. Proc Natl Acad Sci U S A. 2000;97(12):6640–6645.1082907910.1073/pnas.120163297PMC18686

[47] St-Pierre F, Cui L, Priest DG, et al. One-step cloning and chromosomal integration of DNA. ACS Synth Biol. 2013;2(9):537–541.10.1021/sb400021j24050148

[48] Webb S, Hector RD, Kudla G, et al., PAR-CLIP data indicate that Nrd1-Nab3-dependent transcription termination regulates expression of hundreds of protein coding genes in yeast. Genome Biol. 2014; 15:R8.2439316610.1186/gb-2014-15-1-r8PMC4053934

[49] Tjaden B. De novo assembly of bacterial transcriptomes from RNA-seq data. Genome Biol. 2015;16(1). doi:10.1186/s13059-014-0572-2PMC431679925583448

[50] Waterhouse AM, Procter JB, Martin DMA, et al. Jalview Version 2-A multiple sequence alignment editor and analysis workbench. Bioinformatics. 2009;25(9):1189–1191.1915109510.1093/bioinformatics/btp033PMC2672624

[51] Wright PR, Georg J, Mann M, et al. CopraRNA and IntaRNA: predicting small RNA targets, networks and interaction domains. Nucleic Acids Res. 2014;42:119–123.10.1093/nar/gku359PMC408607724838564

[52] Wright PR, Richter AS, Papenfort K, et al. Comparative genomics boosts target prediction for bacterial small RNAs. Proc Natl Acad Sci U S A. 2013;110(37):E3487–96.2398018310.1073/pnas.1303248110PMC3773804

[53] Lorenz R, Bernhart SH, Höner Zu Siederdissen C, et al. ViennaRNA Package 2.0. Algorithms Mol Biol. 2011;6(1):26.2211518910.1186/1748-7188-6-26PMC3319429

[54] Newbury SF, Smith NH, Higgins CF. Differential mRNA stability controls relative gene expression within a polycistronic operon. Cell. 1987;51(6):1131–1143.244677610.1016/0092-8674(87)90599-x

[55] Chao Y, Li L, Girodat D, et al. In vivo cleavage map illuminates the central role of RNase E in coding and non-coding RNA pathways. Mol Cell. 2017;65(1):39–51.2806133210.1016/j.molcel.2016.11.002PMC5222698

[56] Thomason MK, Bischler T, Eisenbart SK, et al. Global transcriptional start site mapping using differential RNA sequencing reveals novel antisense RNAs in Escherichia coli. J Bacteriol. 2015;197(1):18–28.10.1128/JB.02096-14PMC428867725266388

[57] Bossi L, Maloriol D, Figueroa-Bossi N. Porin biogenesis activates the σE response in Salmonella hfq mutants. Biochimie. 2008;90(10):1539–1544.1858543310.1016/j.biochi.2008.06.001

[58] De Las Peñas A, Connolly L, Gross CA. The σ(E)-mediated response to extracytoplasmic stress in Escherichia coli is transduced by RseA and RseB, two negative regulators of σ(E). Mol Microbiol. 1997;24(2):373–385.915952310.1046/j.1365-2958.1997.3611718.x

[59] Alba BM, Gross CA. Regulation of the Escherichia coli σE-dependent envelope stress response. Mol Microbiol. 2004;52(3):613–619.1510196910.1111/j.1365-2958.2003.03982.x

[60] Rhodius VA, Suh WC, Nonaka G, et al. Conserved and variable functions of the σE stress response in related genomes. PLoS Biol. Internet] 2006; 4:0043–59. [cited 2019 101].10.1371/journal.pbio.0040002PMC131201416336047

[61] Udekwu KI, Wagner EGH. Sigma E controls biogenesis of the antisense RNA MicA. Nucleic Acids Res. 2007;35(4):1279–1288.10.1093/nar/gkl1154PMC185164317267407

[62] Chen S, Zhang A, Blyn LB, et al. MicC, a second small-RNA regulator of omp protein expression in Escherichia coli. J Bacteriol. 2004;186(20):6689–6697.10.1128/JB.186.20.6689-6697.2004PMC52218015466019

[63] Wang X, Xia K, Yang X, et al. Growth strategy of microbes on mixed carbon sources. Nat Commun. 2019;10:1–7.3089452810.1038/s41467-019-09261-3PMC6427025

[64] Li Z, Nimtz M, Rinas U. The metabolic potential of Escherichia coli BL21 in defined and rich medium. Microb Cell Fact Internet] 2014; 13(1):45.2465615010.1186/1475-2859-13-45PMC4021462

[65] Khemici V, Carpousis AJ. The RNA degradosome and poly(A) polymerase of Escherichia coli are required in vivo for the degradation of small mRNA decay intermediates containing REP-stabilizers. Mol Microbiol. Internet] 2004 [cited 2019 1211]; 51(3):777–790.1473127810.1046/j.1365-2958.2003.03862.x

[66] Nitzan M, Rehani R, Margalit H. Integration of bacterial small RNAs in regulatory networks. Annu Rev Biophys. 2017;46(1):131–148.2853221710.1146/annurev-biophys-070816-034058

[67] Lalaouna D, Carrier M-C, Semsey S, et al. A 3′ external transcribed spacer in a tRNA transcript acts as a sponge for small RNAs to prevent transcriptional noise. Mol Cell. 2015;58(3):393–405.2589107610.1016/j.molcel.2015.03.013

[68] Douchin V, Bohn C, Bouloc P. Down-regulation of porins by a small RNA bypasses the essentiality of the regulated intramembrane proteolysis protease RseP in Escherichia coli. J Biol Chem. 2006;281(18):12253–12259.10.1074/jbc.M60081920016513633

[69] Yakhnin H, Aichele R, Ades SE, et al. Circuitry linking the global Csr- and σ E -dependent cell envelope stress response systems. J Bacteriol. 2017;199(23). DOI:10.1128/JB.00484-17PMC568658628924029

[70] Bernstein JA, Khodursky AB, Lin P-H-H, et al. Global analysis of mRNA decay and abundance in Escherichia coli at single-gene resolution using two-color fluorescent DNA microarrays. Proc Natl Acad Sci U S A. 2002;99(15):9697–9702.1211938710.1073/pnas.112318199PMC124983

[71] Chang DE, Smalley DJ, Tucker DL, et al. Carbon nutrition of Escherichia coli in the mouse intestine. Proc Natl Acad Sci U S A. 2004;101:7427–7432.1512379810.1073/pnas.0307888101PMC409935

[72] Jones SA, Jorgensen M, Chowdhury FZ, et al. Glycogen and maltose utilization by Escherichia coli O157: h7in the mouse intestine. Infect Immun. 2008;76(6):2531–2540.1834703810.1128/IAI.00096-08PMC2423072

[73] Davis BM, Waldor MK. RNase E-dependent processing stabilizes MicX, a Vibrio cholerae sRNA. Mol Microbiol. 2007;65(2):373–385.10.1111/j.1365-2958.2007.05796.xPMC197638517590231

[74] Fozo EM, Kawano M, Fontaine F, et al. Repression of small toxic protein synthesis by the Sib and OhsC small RNAs. Mol Microbiol. 2008. 10.1111/j.1365-2958.2008.06394.x.PMC259778818710431

[75] Fozo EM. New type I toxin-antitoxin families from “wild” and laboratory strains of E. coli. RNA Biol. 2012;9(12):1504–1512.10.4161/rna.2256823182878

[76] De RH, Roy A, Danchin A. Analysis of the ptsH-ptsI-crr region in Escherichia coli K-12: nucleotide sequence of the ptsH gene. Gene. 1985. 10.1016/0378-1119(85)90172-6.2411636

[77] Deutscher J. The mechanisms of carbon catabolite repression in bacteria. Curr Opin Microbiol. 2008;11(2):87–93.10.1016/j.mib.2008.02.00718359269

[78] Chen S, Oldham ML, Davidson AL, et al. Carbon catabolite repression of the maltose transporter revealed by X-ray crystallography. Nature. 2013;499(7458):364–368.2377056810.1038/nature12232PMC3875231

# Supplementary material for: The mRNA derived MalH sRNA contributes to alternative carbon source utilization by tuning maltoporin expression in E. coli
**Source:** RNA Biol. 2020 Oct 12;18(6):914–31. doi: 10.1080/15476286.2020.1827784
**Supplement:** Supplemental Material

**Supplementary Figure legends**

**Supplementary Figure 1.** **Conservation and target prediction analyses of MalH.**

(**A**) MalH contains conserved and variable regions. Sequence conservation analysis of MalH in several Gram-negative bacteria species (Mafft algorithm with defaults); the arrow indicates the 5’-end of MalH; the *malG* stop codon and Rho-independent terminator sites are highlighted; the horizontal black lines indicate the base-pairing regions of MalH with *ptsH* (top), OhsC, *ompA* and *ompC* (bottom) in *E. coli* as predicted by CLASH combined with *in silico* folding (RNACofold). (**B**) MalH is predicted to interact with its targets using two seed regions. Interaction regions within MalH and top target mRNAs predicted by CopraRNA^51,52^. Density plots showing the relative frequency of a specific MalH (Left) or mRNA (Right) nucleotide position in all predicted sRNA-mRNA interactions with a p-value < 0.01 in all considered homologs. The vertical lines indicate local maxima; the aligned regions of the homologs are shown in grey, whereas the interacting regions are shown in arbitrary colors; only the top 20 representative clusters members are shown in the aligned regions, with the gene names indicated on the right. The strains used for the CopraRNA analyses were NC_000913 (*E. coli* MG1655), NC_022912 (*Shigella_dysenteriae*_1617) and NC_018405 (*Enterobacter_cloacae_subsp._cloacae*_ENHKU01).

**Supplementary Figure 2. Conservation of the *ompC* 5’UTR and sRNA binding sites.**

Interaction of *ompC* 5’UTR with various sRNA. (**A**) 5’UTR of *ompC* (from 2312864 to 2312743 in K-12 substr. MG1655) aligned to homologous regions of other enterobacteria. Binding regions of known interacting sRNAs and two transcription start sites (ompCp1 and ompCp2) are indicated. (**B**) Secondary structure as predicted by RNAalifold (http://rna.tbi.univie.ac.at/RNAWebSuite/RNAalifold.cgi) for the alignment in A with Shine-Dalgarno (SD) stem-loop. (**C**) *OmpC* 5’UTR (green) base-paired with MalH (red).

**Supplementary Figure 3.** **The MalH SM mutant is stably expressed.** (**A**) Northern blot analysis of wild-type MalH and seed mutant (MalH SM). Note that because attempts to detect both MalH species with a single oligonucleotide probe to detect both RNA species were not successful, we used two probes that hybridised near the 5’ end of MalH and detected either the wild-typ or mutant allele. After probing for the MalH SM transcript, we re-probed the same blot with a RybB probe, to demonstrate that MalH is indeed expressed at high levels. (**B**) Because we used different probes for detecting MalH RNAs in the Northern blot analyses, we were unable to determine the relative expression levels of the two RNAs. Therefore, to complement these results, we performed qPCR analyses to detect MalH and MalH SM. As a negative control, we included an empty pBAD plasmid, which enabled us to detect endogenous levels of *malG/*MalH. These data show that the levels of the endogenous transcripts are orders of magnitude lower than MalH and MalH SM expressed from the plasmid. Thus, we conclude that the qPCR signal primarily originates from MalH and MalH SM expressed from the pBAD plasmid. These data show that both RNAs are expressed at similar levels relative to the *recA* mRNA transcript.

# Supplementary material for: The mRNA derived MalH sRNA contributes to alternative carbon source utilization by tuning maltoporin expression in E. coli
**Source:** RNA Biol. 2020 Oct 12;18(6):914–31. doi: 10.1080/15476286.2020.1827784

3' probe

5' probe

Maltose

Maltose

WT

MalH dSM

WT

MalH dSM

0.5 1.0 1.5 2.0 0.5 1.0 1.5 2.0 OD₆₀₀

0.5 1.0 1.5 2.0 0.5 1.0 1.5 2.0 OD₆₀₀

malEFG
degradation
intermediates

malH →

malH
degradation
intermediates

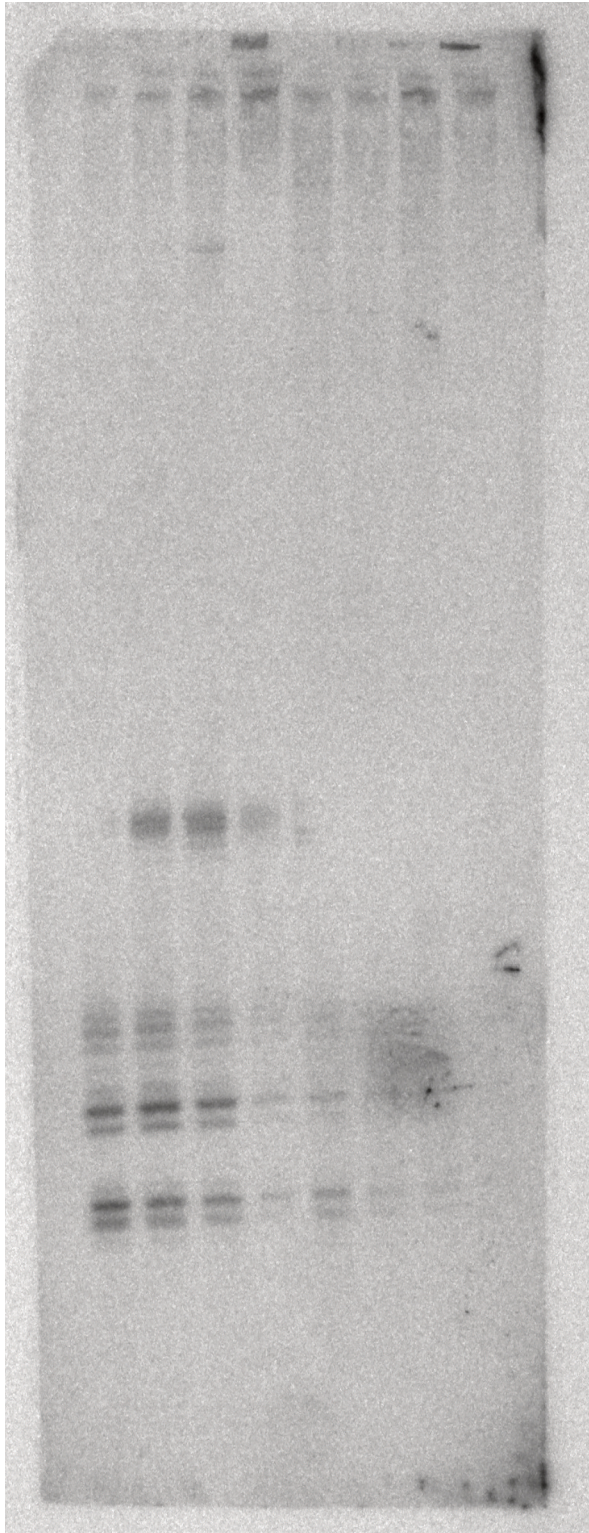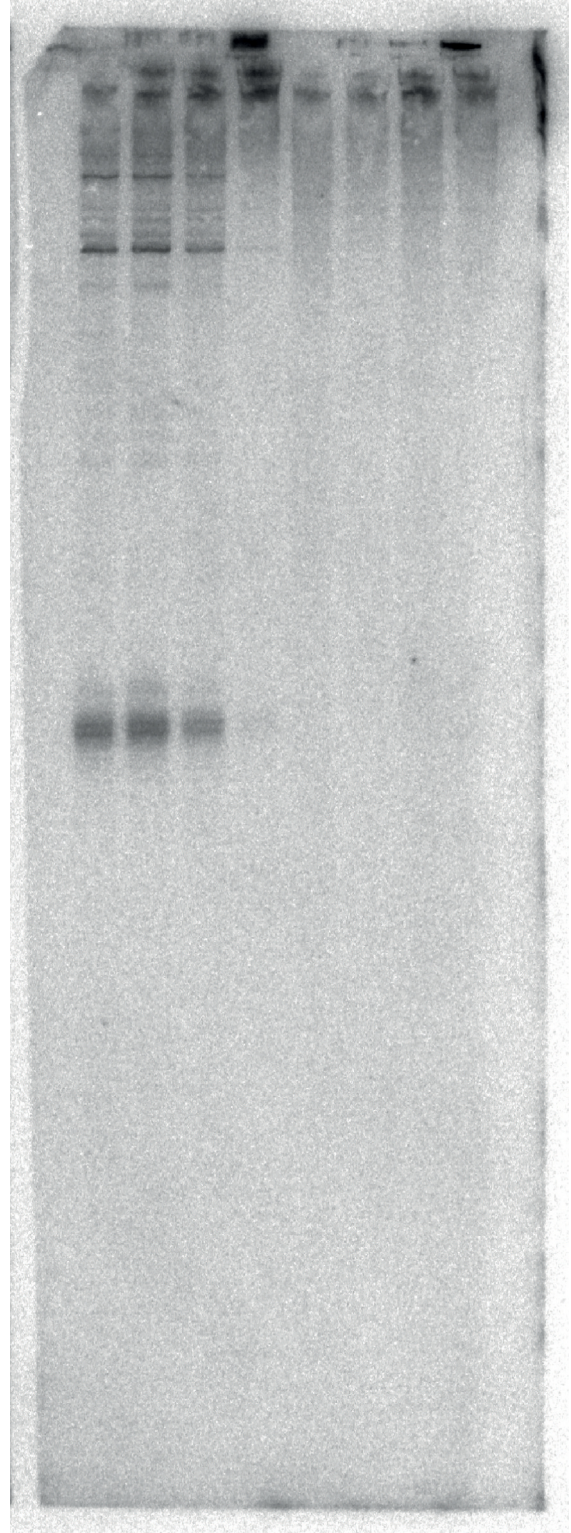

**Supplement:** Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

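RNA sequencing of 6 cultures was re-analysed, 3 with pulse over-expression of MalH from pBAD and 3 with the empty pBAD plasmid. The paper describes them as biological replicates. The authors deposited raw counts per gene, made as follows: 75 nt reads were trimmed with Flexbar, potential PCR duplicates were collapsed by random nucleotides in the adapter, reads were mapped to the E. coli MG1655 genome with Novoalign (also named in the submitters' processing notes), and unique cDNAs were counted per gene with pyReadCounters of the pyCRAC package. Their annotation was made with Rockhopper and ENSEMBL and includes untranslated regions. For pyCRAC the paper gives the latest version of the package used. The versions of the other tools in this step, the assembly and the use of strand are not given in the sources used here. The authors also deposited a DESeq2 table of the same comparison. In it baseMean is a signal, the mean of size-factor-scaled counts over the 6 libraries, as deposited by the authors. The log2 fold-changes deposited by the authors and their standard errors are of control over MalH, so signs were turned here. The Wald statistic deposited by the authors is a score, the fold-change over its standard error. The p-values and adjusted p-values deposited by the authors are from the Wald test, and 610 adjusted values are NA. Sample columns were matched to the samples by their names, in which MalH has the older name MdoR.

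Library totals are given with the experiment. All replicate pairs within a group differed by far more than the sampling noise (chi-square per degree of freedom of 355 or more). The table holds 4469 genes, of which 22 are rRNA genes. Symbols were matched to the RefSeq table of assembly ASM584v2 for names and neighbouring genes only, with 4401 of 4469 matched by symbol or synonym. No coordinates are given, because no build is named in the files. The genes that took most counts were insF1_1, an insertion element gene whose copies can share reads (4.76% of control and 5.28% of MalH counts), ssrA, fusA, tufA and rpsS.

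Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM, glmQLFit and glmQLFTest, no replicate block, and the Benjamini-Hochberg adjustment over the genes tested, at 0.05 or lower. Values per library are CPM on TMM-scaled library sizes. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) over 21 lists with at least 3 measured genes, and members were counted over all genes and adjusted over the list alone. The lists, the rule for named genes, the comparison with its test and the alternatives, apart from those named as added, were fixed before the data were examined. What each explanation in the closing section predicts was written after the differences between libraries had been seen. The lists covered porins, the σE, Cpx, Rcs, maltose, arabinose, heat shock, general stress and Fur regulons, MicA and RybB targets, the phosphotransferase system, sRNAs, ribosomal proteins, flagella, oligopeptide and amino acid transport, CRP-dependent sugar use, lipopolysaccharide and fatty acid synthesis, peptidoglycan, the TCA cycle, and genes absent from TOP10. A result for 1 gene is not reported here. Genes were named if the paper names them, if edgeR or the authors' table called them, if they had 1 of the 3 smallest p-values of a list, if they were among the 5 genes taking most counts in a group, or if they lie next to a called gene. Some genes are given outside this rule, such as ompF and ompX of the porin list, plsB and yfeK of the σE list, and msrB and wzzB, called by DESeq2.

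The fits were tested on simulated counts for the 4347 genes of this comparison, with 200 genes changed. edgeR's quasi-likelihood test recovered 54 of 101 genes changed 2-fold and 93 of 99 genes changed 4-fold, with 12 false calls. DESeq2 recovered 69 and 94, with 29 false calls, and edgeR's likelihood ratio test 70 and 96, with 25 false calls. Each gene was simulated independently, so the simulated libraries lack differences that many genes share. The real libraries have such differences, so these rates need not hold for them. In the real data malG, at a log2 fold-change of 4.36, did not pass the quasi-likelihood test, so a gene that did not pass is not shown to be unchanged.

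Alternatives were RLE, upper-quartile and total-count scaling, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, edgeR's likelihood ratio test, rRNA genes left in, malG left out, the 10 most abundant genes left out of library sizes, a replicate block, leaving out each library, camera with an estimated correlation, and fry. DESeq2 with a prior on the fold-change and edgeR with robust dispersion were added after seeing the data. The Northern blot, RT-qPCR, reporter, growth and Hfq CLASH experiments of the paper were not analysed here.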

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

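DESeq2 called 10 transcripts that the paper does not name, in data of the over-expression experiment. The tests of wrong or swapped labels, of a steady trend with sequencing depth, of σE genes without the picked members against Cpx genes, of the fold-change prior and of plasmid-made reads were chosen after the results were seen.

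The 9 lower transcripts had log2 fold-changes of −0.98 (chiA, an endochitinase, adjusted p = 1.43e-05 from DESeq2), −1.07 (nagE, the N-acetylglucosamine permease), −1.23 (bioB, biotin synthase), −0.78 (yddA), −0.48 (ftsZ, which forms the cell division ring), −0.75 (chaA, a cation antiporter), −0.68 (sixA, a phosphohistidine phosphatase), −0.69 (wzzB, which sets the chain length of O antigen) and −0.61 (msrB, a methionine sulfoxide reductase). The other, yjhD, had a log2 fold-change of 0.62 (adjusted p = 0.0464 from DESeq2). None of the 10 passed edgeR's quasi-likelihood test.

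Control replicate 2 lay with MalH replicates 1 and 3 in ribosomal protein, maltose and sugar-use genes. MalH replicate 2 lay nearer to control replicates 1 and 3 in ribosomal protein and sugar-use genes. In maltose genes without malG its mean log2 CPM of 7.43 lay between control replicate 1 (7.09) and MalH replicate 3 (8.07). There it was nearest to control replicate 1, but not near control replicate 3 (6.53), with control replicate 2 at 8.18. Of all splits into 3 and 3, the one that sets control replicates 1 and 3 with MalH replicate 2 against the rest gave 601 genes in edgeR and 863 in DESeq2, against 1 and 20 for the real split. This points to a structure of the samples, but restates the grouping seen in the same counts and is no independent evidence of it. A wrong label of control replicate 2 is argued against by its malG level, 0.23 times that of the lowest MalH library. Its ompC level was 4.77 times that of the highest MalH library, but ompC was called with these labels, so this is no independent evidence. A swap with MalH replicate 2 is argued against by the malG level of the latter, 4.36 times that of the highest control. A level that rises or falls steadily with sequencing depth is argued against too: the total of control replicate 2 lies between those of the other controls, but its mean log2 CPM of ribosomal proteins lies 1.35 outside their levels, which differ by 0.09. Thinning every library to 27890855 counts kept 99.98% of the gap in ribosomal proteins and moved none of the 3 lists examined by 5% or more, so it decides nothing on depth. Control replicate 2 and MalH replicates 1 and 3 have totals from 50588972 to 56733117 and the others lie below or above these, and the labels give no batch or day, so a difference between batches was not tested. The growth or carbon state of the cultures at harvest stays open: ribosomal and sugar-use genes ran opposite over the 6 libraries (Pearson r = −0.978, exact permutation p = 0.00694, Spearman rho = −1, exact permutation p = 0.00278, r = −0.987 without the 2 libraries farthest from the median, 1 relation computed). Both lists had been seen to separate these same libraries, and both are shares of the same counts. These p-values thus restate the grouping and are no independent evidence of it. No OD600 per culture is given, so this state cannot be told apart from other differences between the cultures.

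Camera with a preset correlation called the σE regulon, MicA targets and RybB targets lower with MalH, but none of the 3 with an estimated correlation (adjusted p = 0.133 for each). Without the members picked by the study, the median log2 fold-change of the σE regulon stayed at −0.21, from −0.22 (camera adjusted p = 0.00102, or 0.598 with an estimated correlation). The median was −0.27 for RybB targets (camera adjusted p = 0.0251, or 0.598 with an estimated correlation) and −0.012 for MicA targets. That only the picked members carry the shift is thus argued against by the medians of the first 2 lists, but not by that of MicA targets. The camera calls weigh little here, since the preset correlation gave 16 lists in another split of the libraries. With the ribosomal protein level of each library as a covariate, the median of the σE regulon was −0.19, 84.6% of its size. This argues against that difference between libraries as its whole cause, but camera called the list with the preset correlation only (adjusted p = 1.86e-11, or 0.207 with an estimated correlation). The medians were −0.31 for RybB targets and 0.064 for MicA targets, which leaves it open for both. Camera with the preset correlation still called MicA targets lower, opposite to the sign of the median. A hypothesis that σE was less active stays open: σE genes that are no MicA or RybB target had a median of −0.22, against 0.10 for 13 Cpx genes (permutation p = 0.0127 over genes, which are not independent), short of the bound of −0.3 set for it. degP, a member of both lists, was counted under σE alone. The whole Cpx list had a mean log2 CPM of 6.47 in control replicate 2, above 6.19 and 6.05 in control replicates 1 and 3, so it is no fixed reference. The σE genes include rpoE, rseA and micA, picked by the study on these libraries. The median of the other 20 was −0.20 (permutation p = 0.00044, again over genes that are not independent), which is short of the bound as well.

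malG had a log2 fold-change of 0.69 (MalH over control) in the authors' deposited table, and 4.36 in DESeq2 without a prior on the fold-change and in edgeR. With such a prior DESeq2 gave 0.688 for malG, so the prior is a candidate explanation for the gap. The fold-change of malG exceeded those of malE and malF by at least 3.62, as reads of plasmid-made MalH counted in malG would give.

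The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. edgeR called 1 gene in the real split and at most 601 in another, with 2 splits of 10 giving as many. DESeq2 called 20 genes and at most 863, with 4 splits giving as many. Camera called 18 lists and at most 16 in another, so 1 split, the real one, gave as many.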

How the results depend on the processing

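ompC alone was called lower in edgeR under the other 3 scalings, both filters on low counts, limma-voom, rRNA genes left in, malG left out and the 10 most abundant genes left out of library sizes. The number of genes lower was 18 with DESeq2 and 10 with edgeR's likelihood ratio test, and the number higher was 2 and 1. The 2 settings added after seeing the data gave 16 lower and 1 higher (DESeq2 with a fold-change prior) and 0 lower (edgeR with robust dispersion). Leaving out 1 library gave 0 to 3 genes lower and 0 to 1 higher. With the replicate block 0 genes were lower, and 148 lower and 39 higher at an unadjusted p under 0.05. The correlation of deviations gave no pairing by replicate number. For same-numbered libraries it was −0.107, −0.495 and 0.187, and 1 of 6 libraries correlated best with its own number. On the second principal component (17.8% of the variance), however, replicate 3 stood apart in both groups, at 12.4 (control) and 15.0 (MalH). Replicates 1 and 2 were at −12.2 and −1.14 in the control and at −7.81 and −6.23 with MalH. Whether the numbers mark a pairing thus stays open. The cause of the changes in calls was not tested, except that leaving out a library leaves fewer samples. For 42 genes named with fold-changes, 11 of 839 values under the alternatives changed sign, in 5 genes that passed no test. These were nagB (0.021), nagC (0.050) and chiP (0.059) with total counts alone, chbB with limma-voom (−0.031) and the replicate block (−0.010), and, leaving out 1 library, ompX (−0.15 to 0.30), chiP (−0.30 to 0.17) and chbB (−0.12 to 0.18). Total counts alone moved the median log2 fold-change of all genes to 0.175, from −0.00192, and at an unadjusted p under 0.05 gave 230 genes higher and 64 lower in place of 66 and 180. Of the gene lists, 5 were called higher with total counts alone, 0 higher and 0 lower with an estimated correlation, and 0 higher and 3 lower with fry (σE regulon, MicA and RybB targets). Leaving out 1 library gave 3 to 9 lists higher. Of 273 values for the 21 lists under the alternatives, 58 no longer passed, 1 newly passed and 1 turned direction. Heat shock genes turned direction without control replicate 3 (camera adjusted p = 0.828, range over alternatives 0.00134 to 0.828). Depth limits MicA, with as few as 17 counts in a MalH library, and leaves OhsC, MicC and RseX untested.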

Differences from the paper's values

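The paper's text gives about 20 transcripts as significantly reduced on MalH over-expression. At the paper's threshold of 0.05, edgeR's quasi-likelihood test on the deposited counts called 1 transcript lower. Of the alternatives set before the data were examined, DESeq2 gave 18 and falls within the paper's value. RLE, upper-quartile and total-count scaling, no filter, at least 10 counts in every library, limma-voom, rRNA genes left in, malG left out and the 10 most abundant genes left out of library sizes gave 1, edgeR's likelihood ratio test gave 10, the replicate block gave 0, and leaving out 1 library gave 0 to 3, all of which differ. DESeq2 with a prior on the fold-change, chosen after seeing the values, gave 16 lower and 1 higher and drops none of the 17 transcripts called in the authors' deposited table. That table itself holds 16 lower.

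The paper names rpoE, rseA, MicA, RyeA, ompA, ptsH, tsx and ygiM among the differentially expressed transcripts of this experiment, and its text gives no direction for ptsH in it. None of these 8 passed edgeR's quasi-likelihood test, and all had negative log2 fold-changes, from −2.54 (MicA) to −0.80 (rpoE). DESeq2 called all 8, and edgeR's likelihood ratio test called all but rpoE and ptsH. The paper has other evidence for some of them, which was not re-analysed. From RT-qPCR of repeated over-expression it proposes that MalH, unlike its seed mutant, lowers ompC, MicA and rseA significantly. It also reports that the seed mutant lowered RyeA, and that fluorescence of an OmpA reporter was lower with MalH. In a later part the paper describes the reduction of rpoE as not significant, citing the RNA-seq and RT-qPCR panels together (Fig. 4B-C), and for RT-qPCR it reports no reproducible change of rpoE. In the RNA-seq data alone, the authors' deposited table gives rpoE an adjusted p of 0.00813.

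Fold-changes in the authors' deposited table and in Fig. 4B are of control over MalH and smaller than those of edgeR. For ompC the authors' deposited table gives 2.26, which is −2.26 as MalH over control, beside −2.73 in edgeR. On the scale of DESeq2 with a fold-change prior, chosen after seeing the values, all 4465 genes with values matched the authors' deposited table within 0.0004 on the log2 scale.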

Other observations

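Of 31 genes of lipopolysaccharide and fatty acid synthesis 30 had a negative fold-change, with a median log2 of −0.22, among them accB, the biotin carrier of acetyl-CoA carboxylase, at −0.79 (SE 0.35, edgeR adjusted p = 0.658). Camera called the list lower (adjusted p = 0.000507, or adjusted p = 0.542 with an estimated correlation). Of 26 peptidoglycan and Tol-Pal genes 23 had a negative fold-change, among them tolA at −0.64 (SE 0.25, edgeR adjusted p = 0.658, camera adjusted p = 0.0095 for the list, or adjusted p = 0.542 with an estimated correlation). Iron starvation genes had a negative fold-change in 26 of 34 cases (camera adjusted p = 0.000507, or adjusted p = 0.542 with an estimated correlation, and 0.0638 without control replicate 2, range over alternatives 1.51e-09 to 0.542), and flagella and chemotaxis genes in 34 of 44 (camera adjusted p = 0.0095, or adjusted p = 0.542 with an estimated correlation, 0.102 without control replicate 1 and 0.226 without MalH replicate 2), among them flhD, which switches on the flagellar genes, at −0.50 (SE 0.16, edgeR adjusted p = 0.658). No gene of these 4 lists passed the edgeR test over all genes or adjusted over the list alone. In the first 2 lists control replicate 2 lay with the MalH libraries. The mean log2 CPM of lipopolysaccharide and fatty acid genes was 8.25, 7.79 and 8.20 in control replicates 1, 2 and 3 and 7.76, 7.95 and 7.82 in MalH replicates 1, 2 and 3, and that of peptidoglycan and Tol-Pal genes was 6.86, 6.61 and 6.82 against 6.61, 6.61 and 6.56.

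General stress genes had a positive fold-change in 15 of 20 cases (camera adjusted p = 0.00601, or adjusted p = 0.542 with an estimated correlation, and 0.0599 without MalH replicate 3), heat shock genes in 16 of 17 (camera adjusted p = 0.0385, or adjusted p = 0.618 with an estimated correlation) and oligopeptide and amino acid transport genes in 13 of 16 (camera adjusted p = 0.0153, or adjusted p = 0.542 with an estimated correlation). No gene of these 3 lists passed the edgeR test on either adjustment. Camera did not call heat shock genes without control replicate 1, control replicate 3 or MalH replicate 1 (adjusted p = 0.0522, 0.828 and 0.68), nor transport genes without control replicate 1, MalH replicate 1 or MalH replicate 3 (adjusted p = 0.0744, 0.105 and 0.102). In all 3 control replicate 2 lay above the other controls, at a mean log2 CPM of 3.94 against 3.54 and 3.53 for general stress, 10.49 against 9.84 and 9.25 for heat shock and 6.33 against 5.90 and 5.95 for transport. The MalH replicates 1, 2 and 3 were at 3.97, 3.66 and 4.03, at 10.52, 9.82 and 10.03, and at 6.45, 5.96 and 6.43.

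nagE and chiA, both for amino sugars and both called lower by DESeq2, were compared with 5 other genes of these pathways, none of which passed the edgeR test or was called by DESeq2. In the edgeR fit chiX, an sRNA that represses chiP, the chitooligosaccharide channel, had a log2 fold-change of −0.67 (SE 0.32, adjusted p = 0.658), in the direction of nagE and chiA. Those of nagB, next to nagE, nagC, chiP and chbB were −0.17 (SE 0.18), −0.13 (SE 0.13), −0.13 (SE 0.25) and 0.0025 (SE 0.21), and with total counts alone the first 3 were positive. The comparison was chosen after the values of nagE and chiA were seen.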
